# Mandibular-Derived Monocytes from 1-Year-Old Mice Have Enhanced Osteoclast Differentiation and Differentially Regulated Gene Expression Compared to Femur-Derived Monocytes

**DOI:** 10.3390/biology14030273

**Published:** 2025-03-07

**Authors:** Emilyn D. Asinas, Rachel Clark, Jadyn Nelson, Juan E. Abrahante Llorens, Kim Mansky, Amy Tasca

**Keywords:** monocytes, osteoclasts, osteogenesis, electron transport, respiratory chain

## Abstract

It is well established that both men and women lose bone as they age. While recent studies suggest unique molecular signatures of mineral-resorbing cells at different anatomical locations, most studies focus on long bones, and little is known about craniofacial osteoclasts, especially during the aging process. To determine differences between osteoclasts at different skeletal sites, we analyzed the differentiation potential, demineralization activity, and gene expression of osteoclast precursors from 1-year-old male and female C57Bl/6J mice. In our study, we determined that mandibular-derived osteoclasts were larger in size compared to those in the femur but were significantly fewer in number. However, femur-derived osteoclasts demineralized larger and more numerous areas of a calcium phosphate surface compared to mandibular-derived osteoclasts. Bulk RNA sequencing demonstrated that the mandibular-derived monocytes were enriched for genes in the WNT signaling pathway, biomineralization, and osteogenesis pathways, while femur-derived monocytes were enriched for genes in the mitochondrial respiratory complex I. Overall, our data suggest that there are different mechanisms that regulate osteoclasts from different skeletal sites as we age. This information may help to guide the design of treatments to prevent aging-induced bone loss.

## Simple Summary

Osteoclasts are the cells that resorb bone and increase their activity as men and women age. This study investigates if osteoclasts from different skeletal sites change via similar mechanisms during aging. We determined that osteoclasts from the bones of the face of older mice are larger in size but have decreased activity compared to osteoclasts from leg bones. Transcriptomic analysis revealed that different pathways are up or downregulated in facial-derived osteoclasts compared to leg-derived osteoclasts. This information is important so that we can begin to understand if there are skeletal site-specific changes that occur in osteoclasts during the aging process. Lastly, this information may eventually lead to a better understanding of the mechanisms that regulate skeletal conditions such as osteoporosis or periodontal disease, which occur more frequently as a person ages.

## 1. Introduction

The skeleton serves as the structural foundation of the body that supports mobility and bodily functions and protects vital organs. In addition to its mechanical role, it also regulates hematopoiesis, mineral homeostasis, and endocrine function. The bones of the skeleton are composed of a mineralized extracellular matrix containing osteoblasts and osteocytes [1]. Bones are further differentiated at the tissue level into cortical, a strong and compact type of bone found on the outer layers, and trabecular bone, or cancellous bone, which is found at the epiphyses and metaphysis of long bones or the internal portion of flat bones. Bones, joints, and connective tissues function as an intricate network that undergoes continuous adaptation and remodeling throughout life, reflecting the dynamic reciprocity between genetic factors, environmental influences, and physiological demands. Bone mass and shape continuously adapt to the variations in load caused by physical activity, mechanical force, hormones, nutrients, and several additional osteogenic signaling molecules [2]. Bone remodeling is critical for skeletal maintenance and requires a balance between the activity of bone resorbing osteoclasts and bone-forming osteoblasts.

Osteoclasts are multinucleated cells of hematopoietic origin that play a pivotal role in the bone remodeling process, resorbing old or damaged bone tissue to facilitate skeletal adaptation and repair. Osteoclasts result from the fusion of mononuclear precursors derived from the monocyte/macrophage lineage [3]. Both mouse and human monocytes form osteoclasts when cultured in the presence of the macrophage colony-stimulating factor (M-CSF) and receptor activator of NF-κB ligand (RANKL) released by osteoblasts and osteocytes [4]. The processes of osteoclast formation and bone resorption have been viewed as energy-intensive steps that require active metabolic reprogramming [5]. Bone resorption makes up only one side of the bone remodeling process, with osteoblasts responsible for bone deposition. It has been demonstrated by multiple studies that osteoclasts secrete or release from the bone matrix factors that regulate osteoblast differentiation and activity [6]. The precise coordination of activities between osteoclasts and osteoblasts allows for bone remodeling to be accomplished and sets up the delicate balance essential for skeletal homeostasis [7].

Aging is one of the several factors that impact the differentiation and activity of osteoclasts, which may be manifested as bone loss. It is known that both men and women exhibit bone loss with advancing age. Multiple groups report that the general trend toward bone loss persists throughout the skeleton, although some bones, such as those with a large proportion of trabecular bone, are affected earlier and more severely than others [8,9,10,11]. Bone loss with age may manifest in the oral cavity as excessive alveolar ridge resorption, chronic destructive periodontal disease, tooth loss, and referred maxillary sinus pain or fracture [8]. Kribbs et al. found a significant correlation between skeletal osteopenia and residual ridge and alveolar bone density, particularly in the edentulous mandible [12]. Different skeletal sites are also subjected to different forms of stimulation and exhibit distinct inflammatory processes in response. For example, occlusal stress stimulation and tooth-derived inflammatory responses, which exist only in the alveolar bone, affect metabolism as well as remodeling [13,14,15,16]. Therefore, the different physiological reactions, pathological responses, and clinical presentations between mandibular bone and long bones reveal the fundamental differences that exist. Many of the recent publications supporting the distinct population of osteoclasts between skeletal sites were performed in younger populations of mice with a lack of comparison to its effects in an older population. Despite the amount of literature previously mentioned, a gap in knowledge remains regarding cellular populations found at these skeletal sites and how they may change with age.

To identify differences in aging mechanisms at different skeletal sites, we performed an analysis of monocytes (i.e., osteoclast precursors) and osteoclasts from 1-year-old C57Bl/6J mice. We chose to analyze changes in 1-year-old mice as these mice are similar to 38–47-year-old humans and represent early changes that are occurring due to aging. Around this time frame, women have been shown to have declining BMD and elevated bone resorption rates [17,18]. In the current study, we determined that mandibular-derived osteoclasts from 1-year-old mice were larger in size but demineralized a calcium phosphate surface less compared to femur-derived osteoclasts. Bulk RNA sequencing of the femur- and mandibular-derived monocytes from 1-year-old mice revealed that mandibular-derived monocytes have an increase in genes involved in osteogenic pathways, while femur-derived monocytes have an increase in mitochondrial complex I and chromatin remodeling pathways. Overall, the data presented suggest that mechanistically, there are differences in osteoclast precursors at different skeletal sites as we age.

## 2. Materials and Methods

Ethical considerations. The use and care of the mice used in these study procedures were reviewed and approved by the University of Minnesota Institutional Animal Care and Use Committee, IACUC protocol number 2402-41820A. Euthanasia was performed by CO_2_ inhalation. All the mice groups were housed in a light/dark cycle (6 a.m.–8 p.m. light) in a temperature- (21.5 ± 1.5 °C) and humidity-controlled (30–70%) room and had free-to-access water and standard mouse chow.

Primary osteoclast cultures from bone marrow. Primary bone marrow cells were harvested from the femurs and mandibles of 1-year-old male and female C57Bl/6J mice. Bone marrow cells from the femur and mandible were cultured overnight in osteoclast media supplemented with a 1.5–2% CMG 14-12 supernatant. CMG 14-12 is a mouse cell line that expresses high levels of M-CSF. The CMG 14-12 cell line was obtained from Dr. Sunao Takeshita, Nagoya City University, Nagoya, Japan [19]. Twenty-four hours later, the non-adherent cell population, including osteoclast precursor cells, was separated from the adherent cells and re-plated in 24-well plates (MidSci) with 2 × 10^4^ cells/cm^2^ in osteoclast media supplemented with a 1.5–2% CMG 14-12 culture supernatant. Two days later, cells were re-fed with a 1.5–2% CMG 14-12 culture supernatant and 7 ng/mL of the receptor activator of the NF-κB ligand (RANKL) (R and D Systems, Minneapolis, MN, USA, catalog #462-TEC-010) to stimulate osteoclast differentiation. Cultures were fed every other day for up to 4 days for differentiation experiments (Figure 1).

Primary osteoclast cultures from monocytes. Male and female C57BL/6J mice aged up to 1-year-old were utilized. Primary bone marrow cells were harvested from the mandible and femurs of 1-year-old mice. Once the mandibles and femurs were dissected and adherent tissue was removed, the marrow was flushed from the inner compartments. Bone marrow monocyte selection was performed on total bone marrow. Monocytes were selected following the protocol of the mouse monocyte isolation kit (Miltenyi biotec, Auburn, CA, USA, catalog #130-100-629). Briefly, flushed cells were pelleted and resuspended in MACS buffer (phosphate-buffered saline (PBS) at pH 7.2, 0.5% bovine serum albumin (BSA), and 2 mM EDTA). The cells were then incubated with an FCR Blocking Reagent and Monocyte Biotin-Antibody Cocktail. After five minutes, the cells were rinsed with MACS buffer, pelleted, and resuspended in MACS buffer. The cells were incubated with Anti-Biotin Microbeads for ten minutes. After this incubation period, the cells were applied to the MACS columns in a magnetic field. Flow through was collected as isolated monocytes. The columns were rinsed three times to collect unbound monocyte cells. The monocyte cells were plated in 24-well plates (MidSci, St Louis, MO, USA) at 2 × 10^4^ cells/cm^2^ in osteoclast media supplemented with a 1.5–2% CMG 14-12 culture supernatant overnight. The next day, cells were re-fed with a 1.5–2% CMG 14-12 culture supernatant and 7 ng/mL RANKL (R and D Systems, catalog #462-TEC-010) to stimulate osteoclast differentiation. Cultures were fed every other day for up to 4 days for differentiation experiments.

Quantitation of Osteoclast Gene Expression. RNA was isolated from cells plated in duplicate using the Trizol reagent (Ambion, Life Technologies, Waltham, MA, USA) and quantified using UV spectroscopy. cDNA was prepared from 1 μg RNA using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA) as per the manufacturer’s protocol. qPCR samples were prepared with 1 μL of the cDNA of monocyte RNA in combination with 19 microliters of a master mix containing 1 μL of the reverse and forward primers of an osteoclast marker, 8.8 microliters of water, and 10 μL of iTaq Universal Sybr Green. HPRT was used as the control gene. The PCR conditions were as follows: 95 °C for 3 min, and 40 cycles of 94 °C for 15 s, 56 °C for 30 s, and 72 °C for 30 s, followed by melting curve analysis (95 °C for 5 s, 65 °C for 5 s and then 65 °C to 95 °C with a 0.5 °C increase every 5 s). Primer sequences are shown in Table 1.

TRAP staining of osteoclast cultures. Monocytes were cultured to the desired time point and fixed in 4% paraformaldehyde for 20 min at 4 °C and then washed in PBS. Cells were stained with the TRAP buffer containing 5 mL of 0.1 M Acetate Buffer, 1 mL of 0.3 M tartrate, 100 μL of 10 mg/mL Napthol, 20 μL of Triton X-100, 3.9 mL of water, and 3 mg of Fast Red Violet. The TRAP-stained multinuclear osteoclasts were photographed with light microscopy, and the size and number of multinuclear TRAP-positive cells were quantified by an NIH ImageJ version 1.0.

Bulk RNA Seq. Monocytes were collected from 1-year-old male and female C57Bl/6J mice. Cells were lysed, and total RNA was collected using the RNA Plus Mini Kit (Qiagen, Redwood City, CA, USA, catalog #74134) following the manufacturer’s instructions. The UMN Genomics Center performed high-throughput RNA sequencing. A total of 2 × 50 bp FastQ paired-end reads for six samples (n = 62.1 million average reads per sample) were trimmed using Trimmomatic (v 0.33) enabled with the optional “-q” option: 3 bp sliding-window trimming from the 3′ end requiring minimum Q30. Quality control on raw sequence data for each sample was performed with FastQC (Version 12.0). Read mapping was performed via Hisat2 (v2.1.0) using the mouse genome (GRCm38 v94) as reference. Gene quantification was performed via Feature Counts for raw read counts. Differentially expressed genes were identified using the edgeR (negative binomial) feature in CLCGWB (Qiagen, Redwood City, CA, USA) using raw read counts as the input. The generated list was filtered based on a minimum 2× Absolute Fold Change and FDR-corrected *p* < 0.05. Data are available in Geo GSE285067. Differential pathway analysis was performed using DAVID analysis [20,21]. Heatmaps were plotted by https://www.bioinformatics.com.cn/srplot (accessed on 4 March 2025), an online platform for data analysis and visualization.

Measurement of bone demineralization. Primary bone marrow monocytes were plated on Cosmo Bio Bone Resorption surface plates (Cosmo Bio Ltd., Carlsbad, CA, USA, catalog #CSR-BRA-S96Kit) at a concentration of 3000 monocytes per well and were allowed to fully differentiate. Cells were initially plated with osteoclast media supplemented with 1.5–2% CMG 14-12 conditioned media and subsequently given osteoclast media at a pH of 6.8 supplemented with 1.5–2% CMG 14-12 conditioned media and 7 ng/mL of RANKL every two days. After 7 days of RANKL stimulation, the media was aspirated off, and 10% bleach was added to each well and allowed to sit for 10 min at room temperature. The bleach solution was removed, and each well was washed with dH_2_O twice and allowed to dry at room temperature. Plates were imaged and photographed using light microscopy. Demineralization areas were analyzed using NIH ImageJ.

Statistical analysis. All results are expressed as means with standard deviations. For all in vitro experiments, graphs represent an average of at least three independent experiments performed in triplicate. The in vivo data represent all the samples gathered and graphed together. None of the samples were removed as outliers. Student *t*-tests were used for all experiments. All statistical analyses were performed using GraphPad Prism 10 version 10.1.0.

**Figure 1:**
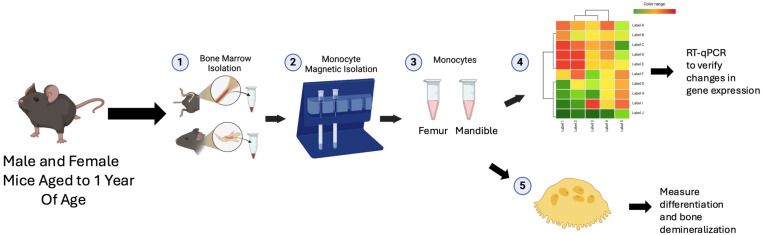
Diagram of study design. C57Bl/6 mice were aged to 1 year. (1) Bone marrow was isolated from mandible or femur. (2–3) Monocytes were isolated from bone marrow (4) Bulk RNA-Seq was performed for monocytes (5) Monocytes were cultured in M-CSF and RANKL to analyze osteoclast differentiation and demineralization ability.

## 3. Results

### 3.1. Mandibular-Derived Osteoclasts from 1-Year-Old Mice Are Larger than Femur-Derived Osteoclasts

The Mansky lab has previously demonstrated that osteoclasts differentiated from the bone marrow of the mandible are larger in size compared to osteoclasts differentiated from the bone marrow of the femur [22]. However, these experiments were performed with 2-month-old mice. To determine if the same was true of mice undergoing the aging process, we isolated bone marrow from the mandible and femur of male and female 1-year-old mice, isolated monocytes, and differentiated the cells into osteoclasts in the presence of the macrophage colony-stimulating factor (M-CSF) and receptor activator of the NF-κB ligand (RANKL). Mandibular-derived osteoclasts from 1-year-old mice were significantly fewer in number (Figure 2C, *p* = 0.0022) compared to the femur but approximately twice as large (Figure 2B, *p* = 0.0013). However, when femur- and mandible-derived monocytes were plated on calcium phosphate-coated plates and treated with M-CSF and RANKL, wells containing femur-derived osteoclasts resulted in both enhanced size and a number of demineralization sites (Figure 2D,E, *p* < 0.0001). These data suggest that osteoclasts derived from the mandibular bone marrow of 1-year-old mice are larger in size but less active compared to femur-derived osteoclasts. Future experiments will need to determine if the variation in activity between femur- and mandibular-derived osteoclasts is due to differences in adhesion or substrate specificity.

### 3.2. Mandible Differentially Regulated Genes Are Conserved in Aged Mice

In our previous study of monocytes and osteoclasts from 2-month-old mice, we determined that the expression of lineage transcription factors *c-fos*, *junB*, and *c-jun* increased in mandibular-derived monocytes [22]. To determine if these same differentially regulated genes changed in 1-year-old animals, we isolated RNA from monocytes from the femur and mandible bone marrow and performed qRT-PCR. All three lineage transcription factors, *jun* (*p* = 0.0189), *c-fos* (*p* = 0.0393), and *junB* (*p* = 0.0029), were significantly increased in mandibular-derived monocytes compared to femur-derived monocytes (Figure 3A–C). Unlike in the monocytes from 2-month-old mice, we did not determine any significant change in *Cebp-a* (Figure 3D, *p* = 0.6873), but we did determine a significant change in *Atf3* expression (Figure 3E, *p* = 0.0477). Overall, the data support our previous observation of a difference in gene expression between osteoclasts in the craniofacial and appendicular sites. Transcription factors *c-Fos* and *Atf3* have been shown to have enhanced expression in inflammatory diseases such as arthritis, which may suggest a reason for their enhanced expression in mandibular-derived monocytes [23]. Lastly, the data demonstrated that differences in the expression of lineage transcription factors such as *c-fos* are conserved between “young” (2-month-old) and “aged” (1-year-old) mandibular-derived osteoclasts [22]. In future experiments, epigenetic changes at the promoter sites of these osteoclast genes will need to be determined, as well as if epigenetic modifications change during aging.

### 3.3. Expression Profile and Differential Pathway Analysis of RNA Collected from Mice

To obtain an unbiased understanding of the differences in mandibular- and femur-derived monocytes (i.e., osteoclast precursors), we performed the bulk RNA sequencing of monocytes isolated from the bone marrow of the mandible and femur of male and female 1-year-old C57Bl/6J mice. 

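RNA was sequenced in 6 libraries, 3 of mandibular-derived monocytes (S16, S19 and S23) and 3 of femur-derived monocytes (S13, S15 and S18), from mice 1 year old. The monocytes were enriched by negative selection, in which antibodies and a magnetic column held back other marrow cells and the flow through was kept. The paper's text does not give the sex, the animal or the batch of each library, so none of them entered a test. Xist, the transcript of the inactive X chromosome in female cells, reached 1441 counts per 1000000 (CPM) in mandible library S23 and at most 0.553 CPM in the other 5 libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had no count in S23, which allows up to 0.191 CPM, and between 432 and 1581 counts in the others. The authors trimmed the paired-end reads, mapped them with Hisat2, counted them on genes with featureCounts, and deposited the raw number of reads per gene and library. The methods name GRCm38 as the genome, but only 3031 of the 52081 genes that the count table shares with GENCODE M21, an annotation of GRCm38, have an interval in the table that lies inside the M21 gene. Positions are therefore given from M21, by Ensembl identifier. Whether the counting used the strand of the reads, or reads that map to several places, is not named in the paper's text, so the counts of overlapping genes and of near-identical copies are uncertain. The count table lists 57010 genes, of which 14785 had no count in any library. The totals on genes were 20066247 (S13), 19808090 (S15) and 25371474 (S18) in the femur, with a median of 20066247, and 20593512 (S16), 20481592 (S19) and 15718782 (S23) in the mandible, with a median of 20481592. The paper's stated depth is an average of 62.1 times 1000000 reads per sample, and all values given here use the counts on genes, 20.3 times 1000000 per library on average. The 18S ribosomal RNA gene Rn18s took 4.81 to 12.2% of the counts. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 18114 genes, and were scaled by TMM (trimmed mean of M values) and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Differentially expressed genes were called at the paper's thresholds, an adjusted p-value under 0.05 and a fold change of at least 2, with the femur as the baseline. Expression is given as TMM-scaled CPM, as the mean ± SD of 3 libraries. The standard error of a log2 fold change was worked back from the F statistic of the quasi-likelihood test. A count of 0 allows up to 3 counts, which is 0.118 to 0.191 CPM in these libraries before TMM scaling, and this limit covers counting error only. An exact two-sided permutation test of 3 against 3 libraries cannot give a p below 0.1. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM was 0.825 to 0.937 within the groups and 0.735 to 0.880 between them.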

Using the femur expression as the baseline, we determined 948 genes to be differentially expressed. 

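With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 938 of the 18114 tested genes were called, 702 of them (74.8%) upregulated and 236 downregulated in the mandible. Without the fold change threshold the number was 941, and 2975 genes had an unadjusted p under 0.05. The median log2 fold change was 3.79 among the upregulated and -1.84 among the downregulated genes, against -0.038 over all tested genes. The 3 mandible libraries lay all above or all below the 3 femur libraries in 931 of the 938 genes, and in 24.2% of all tested genes, where chance gives 10%. In 230 of the upregulated genes the mean in femur-derived monocytes was under 1 CPM, and in 27 of them every femur library had at most 3 counts, so that their fitted fold changes rest on almost no femur counts. The upregulated genes took 0.364 to 0.523% of the counts of the femur libraries and 4.33 to 8.94% of those of the mandible libraries. The downregulated genes took 3.16 to 6.31% in the femur and 1.06 to 1.73% in the mandible. Calls followed gene length in part, with 6 upregulated and 96 downregulated genes in the shortest 10% of the tested genes and 159 and 4 in the longest 10%. The number of calls was 1590 when every gene with a count was tested, the most of all alternatives with all 6 libraries, and 445, the fewest, at an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 library gave 509 calls without femur S13, 1565 without femur S15, 552 without femur S18, 764 without mandible S16, 434 without mandible S19 and 551 without mandible S23.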

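The 5 genes with the smallest p among those higher in the mandible were Amelx, Ambn, Prss35, Sfrp2 and Krt5. Amelx, which encodes the enamel protein amelogenin, lies on chromosome X from 169176114 to 169187200 of GRCm38. Its expression was 4386 ± 1830.1 CPM (SD, n = 3) in mandibular-derived and 0.217 ± 0.100 CPM (SD, n = 3) in femur-derived monocytes, a log2 fold change of 14.23 (standard error 0.71, adjusted p = 7.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arhgap6 overlaps Amelx on the other strand and had a log2 fold change of -0.57 (adjusted p = 0.70 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ambn, which encodes another enamel protein on chromosome 5 from 88455991 to 88468531, rose from 0.201 ± 0.225 to 2612 ± 861 CPM (SD, n = 3 in each group), a log2 fold change of 13.58 (standard error 0.77). Prss35, Sfrp2 and Krt5 had at most 3 counts in every femur library. Against 3 counts in the femur, in TMM-scaled CPM, Prss35 was at least 368-fold, Sfrp2 at least 847-fold and Krt5 at least 242-fold higher. They were at 61.1 ± 24.5, 140.4 ± 62.8 and 40.1 ± 9.63 CPM (SD, n = 3) in the mandible. The adjusted p of Ambn, Prss35, Sfrp2 and Krt5 was 1.3e-05 each (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the other side, the smallest p belonged to Vwf, Alox12, Pf4, Gm8113 and Itga2b. Vwf, the gene of von Willebrand factor on chromosome 6 from 125546774 to 125686679, was 25.8 ± 2.53 CPM (SD, n = 3) in mandibular-derived and 156 ± 35.1 CPM (SD, n = 3) in femur-derived monocytes, a log2 fold change of -2.59 (standard error 0.27, adjusted p = 0.00032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -3.48 for Alox12, -3.91 for Pf4, -3.02 for Gm8113 and -2.61 for Itga2b, with adjusted p from 0.00036 to 0.00048 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Alox12 had 1104 to 2098 counts in the femur libraries and 95 to 190 counts in the mandible libraries. Mean expression of Pf4, Gm8113 and Itga2b in the femur was 208, 53.3 and 227 CPM, and in the mandible 13.8, 6.59 and 37.2 CPM. Gm8113 is a gene model without an assigned function, and whether its reads were shared with similar genes was not tested. For all 10 genes the 2 groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow).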

Of the differentially expressed genes, 689 genes were upregulated, and 259 genes were downregulated in the mandible monocytes compared to the femur (Figure 4A). 

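Gene lists for 12 pathways were fixed before the data were examined and stand in for the gene sets of DAVID, which were not used here. Their subjects follow the pathways that the paper reports from these same libraries, so that their tests are not independent evidence. Each list was tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 12 lists. Of the WNT list, 72 of 89 genes were tested, 66 of them with a log2 fold change above 0, and their median was 1.99 (camera, adjusted p = 1.4e-23). Of these, 22 were upregulated and none was downregulated, 44 had an unadjusted p under 0.05 in either direction, and 37 passed both thresholds when p was adjusted over the list alone. The median fell to 1.04 among genes with at least 10 counts in every library, the alternative that moved it most, and was 1.92 after a correction for gene length chosen after the data were seen. The most abundant members, Csnk1a1, Ctnnb1 and Gsk3b, had log2 fold changes of 0.30, 0.29 and 0.49, none of them called (adjusted p 0.35 to 0.69, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After Sfrp2, the largest differences among the called members were those of Dkk3, with a log2 fold change of 7.81 (standard error 0.84, adjusted p = 0.00035), and Rspo4, with 6.73 (standard error 1.26, adjusted p = 0.0094, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dkk3 rose from 0.236 ± 0.319 to 55.2 ± 27.4 CPM and Rspo4 from 0.169 ± 0.293 to 19.1 ± 19.0 CPM (SD, n = 3 in each group). Without mandible library S23, Rspo4 was not called (adjusted p = 0.086, against 0.0021 to 0.086 over the 6 fits that each left out 1 library, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under limma-voom with all 6 libraries, Rspo4 was not called either (adjusted p = 0.13, Benjamini-Hochberg). Its log2 fold change ran from 5.47 without mandible S23 to 11.55 without femur S15 over the fits that each left out 1 library. Of the biomineralization list, 44 of 48 genes were tested and 42 lay above 0, with a median of 3.35 (camera, adjusted p = 7.9e-58). 29 members were upregulated, 32 with p adjusted over the list alone. Its most abundant members were Col1a1, Amelx and Col1a2. Col1a1 rose from 32.2 ± 11.5 to 5801 ± 1159.8 CPM and Col1a2 from 52.3 ± 9.95 to 3155 ± 815 CPM (SD, n = 3 in each group), with log2 fold changes of 7.49 and 5.91 (standard errors 0.52 and 0.43, adjusted p 1.6e-05 and 2.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After Amelx and Ambn, the largest difference was that of the enamel gene Enam, 11.71 on the log2 scale. Markers of mesenchymal, bone-forming or tooth-forming cells made up 23 of the 44 tested members and none of the WNT members. Of 21 mesenchymal and osteoblast markers outside the 12 lists, 16 were upregulated in the same libraries. The cell adhesion list had 93 of 101 genes tested and a median of 1.00 (camera, adjusted p = 1.4e-12), with 66 members above 0 and 24 upregulated. Over the list alone, 42 adhesion genes passed both thresholds in either direction. Its most abundant members, Fn1, Tln1 and Itgb2, were not called, with log2 fold changes of 1.00, 0.37 and 0.28, though Fn1 was called under DESeq2 (adjusted p = 0.046, Benjamini-Hochberg). Leaving out 1 library gave 0.70 to 1.27 for Fn1, 0.11 to 0.51 for Tln1 and 0.062 to 0.45 for Itgb2. Large differences were seen in Lama3 and Thbs4, with log2 fold changes of 6.92 and 6.84 and adjusted p of 0.00018 and 0.0030 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the fits that each left out 1 library, the value of Thbs4 ran from 6.26 without femur S18 to 13.4 without femur S15. These 3 lists stayed past the threshold under fry (adjusted p 0.0041 to 0.0062). Under camera with an estimated correlation they were only just past it, with adjusted p of 0.044 (WNT), 0.039 (biomineralization) and 0.044 (cell adhesion). The very small p above therefore depend on the preset correlation.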

Using DAVID analysis, the most enriched pathways upregulated in the mandible monocyte population included WNT signaling, biomineralization, and cell-adhesion pathways (Figure 4B,D). Signaling pathways differentially regulated in the mandible monocytes include WNT, BMP, calcium, Hippo, Hedgehog, TGF-β, and PI3K. 

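The list of BMP and TGF-β genes was tested in 50 of its 58 members, with a median log2 fold change of 1.32 (camera, adjusted p = 1.8e-13) and 43 members above 0. Of these, 14 were upregulated, and 21 with p adjusted over the list alone. Tgfb1, the most abundant member, was 165 ± 27.0 CPM in the femur and 187 ± 14.9 CPM in the mandible (SD, n = 3) and was not called. Fstl1 rose from 11.5 ± 3.12 to 212 ± 118 CPM (SD, n = 3), a log2 fold change of 4.21 (standard error 0.45, adjusted p = 0.00035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmpr2, the third by abundance, had a log2 fold change of 1.08 (standard error 0.27, adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without any 1 of the libraries S13, S16, S18, S19 and S23, where the adjusted p of the same test ran from 0.076 (without S16) to 0.23 (without S13), nor without normalization factors (adjusted p = 0.052), among genes with a mean CPM of at least 1 (adjusted p = 0.052) or after the length correction (adjusted p = 0.32, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ltbp4 had a log2 fold change of 6.18 (adjusted p = 0.00082 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1.11 CPM in the femur. The Hedgehog list had 18 tested members, all above 0, a median of 3.18 and 11 upregulated genes, 14 with p adjusted over the list alone (camera, adjusted p = 2.3e-16). The Hippo list, with 27 tested members, had a median of 1.88 and 10 upregulated genes, 13 with p adjusted over the list alone (camera, adjusted p = 3.0e-11). Among 54 tested genes of PI3K signaling the median was 0.43, with 7 upregulated and 11 with p adjusted over the list alone (camera, adjusted p = 3.8e-07). None of the members of these 4 lists was downregulated, while 25 BMP and TGF-β, 15 Hedgehog, 16 Hippo and 17 PI3K members had an unadjusted p under 0.05 in either direction. The calcium list had 48 tested members, 35 of them above 0, and a median of 0.55 (camera, adjusted p = 0.00024). It held 6 upregulated genes and 1 downregulated gene, Trpc6, named here after its value was seen, and 10 genes passed both thresholds with p adjusted over the list alone. Its median was 0.19 without mandible library S23, 0.32 without femur S13, 0.36 without femur S18 and 0.87 without femur S15. Under fry all 5 lists stayed past the threshold. Under camera with an estimated correlation the calcium list did not (adjusted p = 0.19), and the other 4 lists were only just past it (adjusted p = 0.044 each).

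**Figure D1:**
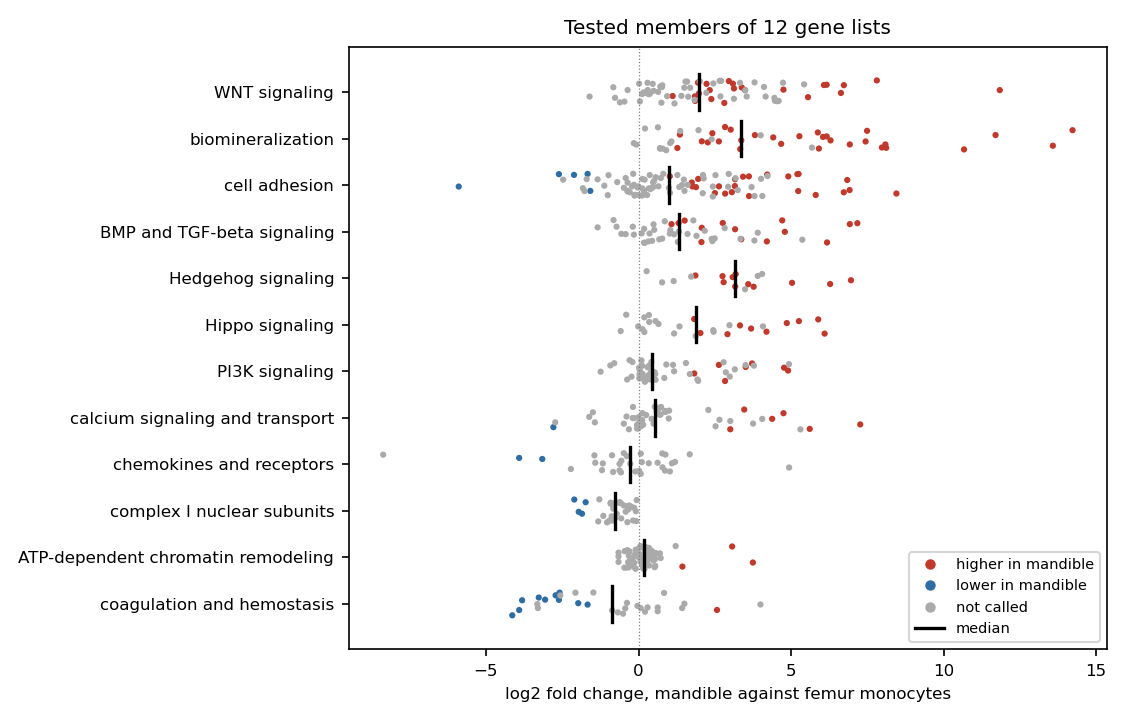
Log2 fold change of mandibular- against femur-derived monocytes (x axis) for each tested gene of the 12 lists fixed before the data were examined (y axis), with a bar at each list's median. Upregulated genes are red, downregulated genes blue and genes not called grey, and the medians run from -0.86 for coagulation to 3.35 for biomineralization.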

WNT and TGF-β signaling in monocytes has been shown to activate signals that serve as a chemoattractant, such as CCL2 [24,25]. 

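Ccl2 lies on chromosome 11 from 82035571 to 82037453 of GRCm38. It was measured at 19.3 ± 14.4 CPM (SD, n = 3) in femur-derived and 24.3 ± 10.1 CPM (SD, n = 3) in mandibular-derived monocytes, a log2 fold change of 0.33 (standard error 0.64, adjusted p = 0.89 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries of both groups overlapped, from 3.15 to 30.9 CPM in the femur and from 15.1 to 35.2 CPM in the mandible (exact two-sided permutation test, p = 0.7). The sign reversed without femur library S13 (-0.16) and without mandible library S23 (-0.084). Of a list of 57 chemokine and chemokine receptor genes fixed before the data were examined, 33 were tested and 15 lay above 0. The median log2 fold change was -0.27 (camera, adjusted p = 0.045). No member was upregulated and 2 were downregulated, while 9 had an unadjusted p under 0.05 and 4 were called with p adjusted over the list alone. The most abundant members were Ccr2, Ccl6 and Ccl9, with log2 fold changes of 0.017, -0.58 and -0.38, none of them called. Ccr2 was 660.2 ± 217 CPM in femur-derived and 668 ± 261 CPM in mandibular-derived monocytes (SD, n = 3), and its log2 fold change was -0.22 without femur S13, -0.11 without mandible S16 and -0.25 without mandible S19. The 2 downregulated members were Pf4 and Ppbp, which are also on the list of megakaryocyte and platelet markers. Ppbp was 119 ± 25.4 CPM in the femur and 13.4 ± 10.2 CPM in the mandible (SD, n = 3), a log2 fold change of -3.16 (standard error 0.52, adjusted p = 0.0045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list passed the threshold under fry (adjusted p = 0.038) but not under an estimated correlation (adjusted p = 0.20), nor without library S16, S18, S19 or S23, where the adjusted p of camera was 0.10, 0.10, 0.067 and 0.075. Without S16 its median was -0.11.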

The upregulation of these pathways in the mandibular-derived monocyte population suggests that there is an expression of genes that promote monocyte migration and attraction to inflammatory sites. 

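From the upregulation of the WNT and TGF-β pathways in these data, together with earlier reports of chemoattractants downstream of them, the paper proposes that mandibular-derived monocytes express genes that promote migration to inflammatory sites. All 37 nuclear genes on the list of mitochondria complex I subunits were tested, and all had a negative log2 fold change, with a median of -0.77 (camera, adjusted p = 4.8e-09). The members called lower in the mandible were 4 genes, Ndufb4, Ndufb1, Ndufb6 and Ndufab1, and 8 were called with p adjusted over the list alone. The abundant subunit genes Ndufb10 and Ndufs4 had log2 fold changes of -0.31 and -0.91 (adjusted p 0.73 and 0.14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ndufb10 ran from -0.58 without mandible library S16 to -0.081 without femur library S13. Ndufs4 was called without femur library S15 (adjusted p = 0.033, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The tested complex I genes had a median length of 1569 bases, and after each library's trend with gene length was removed, a step chosen after the data were seen, the median was -0.36, with Ndufb10 above 0. The 135 tested genes of ribosomal proteins, the proteasome core and complexes III to V had a median log2 fold change of -0.98. The complex I list passed the threshold under fry (adjusted p = 0.038) but not under an estimated correlation (adjusted p = 0.19). On the cell adhesion list, the 5 genes called lower were Itga2b, Itgb3, Vcam1, Esam and Cd9, the last 3 named here after their values were seen, and Itga2b and Itgb3 are also megakaryocyte and platelet markers. Of 69 tested genes of ATP-dependent chromatin remodeling, 47 lay above 0, with a median of 0.16 (camera, adjusted p = 0.080, not past the threshold under fry or an estimated correlation either). No member was called lower, 4 members had an unadjusted p under 0.05 in either direction, and 3 members were called with p adjusted over the list alone. Its most abundant genes were Chd4, Baz1b and Atrx, with log2 fold changes of 0.54, 0.20 and 0.21. Over the fits that each left out 1 library, they were lowest without mandible S16, at 0.29, 0.045 and 0.082. Their highest values were 0.68, 0.28 and 0.38. The 3 called members, all higher in the mandible, were Smarcd3, Smarca1 and Chd3, with log2 fold changes of 3.75, 3.07 and 1.44 (adjusted p 0.0026, 0.018 and 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Smarca1 and Chd3 were not called without femur S13, femur S18, mandible S19 or mandible S23, where their adjusted p from the same test lay between 0.056 and 0.094 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Smarca1 was also not called under limma-voom with all 6 libraries (adjusted p = 0.051, Benjamini-Hochberg). The median of the list was 0.059 without mandible S16, and the list passed the threshold, above 0, without femur S13 (camera, adjusted p = 0.049) and without mandible S23 (camera, adjusted p = 0.012). After the correction for length the median was -0.054, with Baz1b and Atrx below 0. Coagulation and hemostasis, which Fig. 4 labels among the downregulated terms, had 31 tested genes and a median of -0.86 (camera, adjusted p = 2.5e-08). This list stayed past the threshold under fry, and only just under camera with an estimated correlation (adjusted p = 0.044). 10 members were called lower and 1, F2r, named here after its value was seen, higher, and 15 were called in either direction with p adjusted over the list alone. F13a1, the most abundant, was 1450.1 ± 459 CPM in the femur and 1681 ± 642 CPM in the mandible (SD, n = 3), was not called, and lay below 0 (-0.049) without mandible S19. Gp1ba and Gp6, which encode platelet glycoproteins, fell from 21.9 to 1.24 CPM and from 25.2 to 1.77 CPM, log2 fold changes of -4.14 and -3.82 (adjusted p 0.0012 and 0.0034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 31 tested members, 12 are also megakaryocyte and platelet markers, 9 of the 10 called lower among them.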

When determining the downregulated pathways in the mandibular-derived monocytes, metabolism (mitochondria complex I genes), cell adhesion, ATP-dependent chromatin remodeling, and chemotaxis appeared to be the most changed pathways (Figure 4C,E). Genes expressed in the mitochondria complex I were shown to suppress inflammation and promote osteoclast differentiation [26].

### 3.4. Mandible-Derived Monoctyes and Osteoclast Precursors Express Increased Osteogenic Factors

Monocytes were isolated from the mandible and femur of 1-year-old mice. Differentially regulated genes involved in biomineralization were analyzed by qRT-PCR. There was a trend for an increase in *Bmp3* (Figure 5A, *p* = 0.4099), *Bmp7* (Figure 5B, *p* = 0.1244), *Wnt 5a* (Figure 5C, *p* = 0.1811), and *Sem5a* (Figure 5D, *p* = 0.5879) expressions in the mandibular-derived monocytes compared to the femur-derived monocytes; however, none of the differences were significant. Both expressions of *Pdgfr-a* (Figure 5F, *p* = 0.054) and *Pdgfr-b* (Figure 5G, *p* = 0.0300) were significantly increased in mandibular-derived monocytes compared to femur-derived monocytes. When we determined the expression of these factors on day 0 (M-CSF only) and day 2 (48 h with M-CSF and RANKL), the osteoclast precursors *Pdgfr-a* (Figure 5H, *p* = 0.002) and *Pdgfr-b* (Figure 5I, *p* < 0.001) were increased in mandibular-derived osteoclast precursors (day 2) compared to femur-derived osteoclast precursors. Both PDGFRA and PDGFRB were detected in cortical bone in a spatial study of bone-remodeling sites in humans [27]. Overall, these data suggest that mandibular-derived monocytes and preosteoclasts from 1-year-old mice have increased the expression of receptors for osteoclast coupling factors compared to femur-derived cells. Future experiments will test if “young” and “aged” mandibular-derived osteoclast precursors and/or osteoclasts are enhanced in promoting osteoblast proliferation, migration, and mineralization.

### 3.5. Femur-Derived Monocytes and Osteoclast Precursors Express Increased Electron Transport and Respiratory Chain Genes

Femur-derived monocytes had significantly upregulated expression of *Ndufb6* (Figure 6A, *p* = 0.0388), *Txn1* (Figure 6B, *p* = 0.0206), *Ndufab1* (Figure 6C, *p* = 0.0043), and *Ndufb4* (Figure 6D, *p* = 0.0336) in femur-derived monocytes compared to mandibular-derived monocytes. These genes are involved either in cellular hypoxia and/or in complex I of the mitochondria respiratory chain. These same groups of genes were also significantly upregulated in osteoclast precursors that had been treated with M-CSF and RANKL for 2 days (compare Femur D2 to Mandible D2 in Figure 6G–K). These data suggest that these gene changes are conserved both in femur-derived monocytes and osteoclast precursors. The expression of *Ndufb1* (Figure 6E,K) in femur-derived monocytes and day 2 osteoclasts was increased but not significantly compared to mandibular-derived cells. These results propose questions such as do the expression of these genes continue to increase with aging? Are these genes necessary for the increased bone resorption seen in aging individuals? Why are these genes not increased in mandibular-derived osteoclast precursors and preosteoclasts?

## 4. Discussion

In a previous study performed by Clark et al., the osteoclast population in the mandible was found to be distinct in comparison to osteoclasts located in the femur of 2-month-old mice [22]. These general trends were also observed in the 1-year-old mice population in this study. When the mandible-derived monocytes of this mice population were differentiated into osteoclasts, the multinuclear cells were larger in size but reduced in number compared to femur-derived monocytes, similar to what was seen in 2-month-old mice by Clark [22]. However, when we analyzed the ability of the femur- and mandibular-derived osteoclasts from the 1-year-old mice to demineralize a calcium phosphate surface, we determined that femur-derived osteoclasts resulted in more and larger demineralized areas. Differential expressions of adhesion molecules may contribute to differences in demineralization capacity. 

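In the bulk RNA sequencing of monocytes, Itgb5, on chromosome 16 from 33829665 to 33949338 of GRCm38, was 34.6 ± 7.84 CPM (SD, n = 3) in femur-derived and 128 ± 37.0 CPM (SD, n = 3) in mandibular-derived monocytes. This is 3.69-fold higher in the mandible, a log2 fold change of 1.88 (standard error 0.30, adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed called and between 1.58 and 2.06 on the log2 scale. Itgb3, on chromosome 11 from 104608000 to 104670476, was 291 ± 57.0 CPM (SD, n = 3) in femur-derived and 91.3 ± 17.4 CPM (SD, n = 3) in mandibular-derived monocytes, 3.18-fold higher in the femur. Its log2 fold change of -1.67 (standard error 0.28, adjusted p = 0.0051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) lay between -1.89 and -1.53 with each library left out in turn. Without mandible library S19 the adjusted p was 0.056 and Itgb3 was not called, against adjusted p from 0.0012 in the other fits of this kind (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In both genes the libraries of the 2 groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). Itgb3 is also on the list of megakaryocyte and platelet markers, 14 of whose 17 tested members were called lower in the mandible. Itgb5 rose from mandible library S16 (94.9 CPM) to S19 (120.8 CPM) and S23 (167.9 CPM). The same order was seen in 18 of 25 fibroblast and mesenchymal markers and in 384 of the 702 upregulated genes, where chance gives 16.7%. Whether monocytes or other cells made the Itgb5 transcripts was not tested and stays open.

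**Figure D2:**
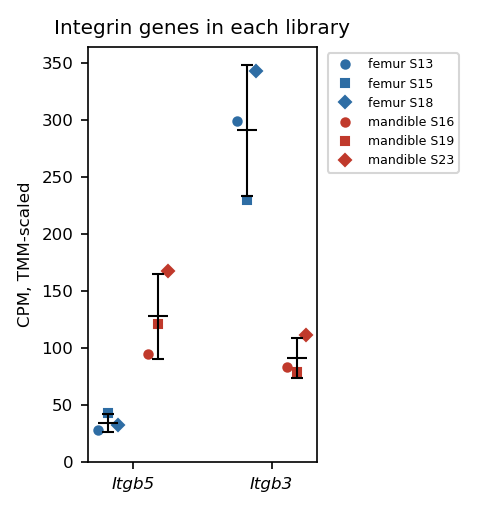
Expression of Itgb5 and Itgb3 in each library (x axis, genes; y axis, TMM-scaled CPM). Points are libraries, blue for femur and red for mandible, and bars are the mean and SD of 3 libraries. Itgb5 lies higher in all 3 mandible libraries and Itgb3 in all 3 femur libraries.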

Based on our bulk RNA-sequencing data, *integrin beta 5* (*Itgb5*) expression is enhanced (3.5-fold) in mandibular-derived monocytes compared to *integrin beta 3* (*Itgb3*), which is enhanced (3.3-fold) in femur-derived monocytes. *Integrin beta 3* has been shown to be necessary for bone resorption by osteoclasts [28]. Osteoclast precursors have also been shown to express *integrin beta 5,* which recognizes the same amino acid motif as *integrin beta 3*. However, the loss of *integrin beta 5* expression in an ovariectomized mice model led to enhanced *integrin beta 3* expression and the resorptive activity of osteoclasts, suggesting that the expression of *integrin beta 5* may have a negative effect on *integrin beta 3* expression and activity [29]. The difference in the ability of femur- and mandibular-derived osteoclasts to demineralize a calcium phosphate surface may be due to differences in the ability of the osteoclasts when adhering to a surface and allowing for demineralization to occur. Osteoclasts require adhesion for their survival, and this characteristic may contribute to the limited localization of osteoclasts on proper substrates such as bone surfaces in the body [30]. Lastly, a difference in substrate (bone vs. dentin) may also explain the differences in osteoclasts from the different skeletal sites to demineralize the calcium phosphate surface.

The genes that were upregulated in 1-year-old mice are associated with transcription factors involved in the same processes as those upregulated in 2-month-old mice, suggesting that genes involved in osteoclast lineage commitment are unaffected by the aging process in the mandible. These data suggest a more active state of osteoclast differentiation in the mandible, driven by lineage commitment factors. ATF3 is a transcription factor that has been shown to be necessary for osteoclast differentiation by controlling the proliferation of osteoclast precursors [31]. In monocytes, *Atf3* is responsive to IL-1β signaling and has been shown to promote monocyte/macrophage differentiation [32].

Bulk RNA sequencing data from monocytes isolated from the bone marrow of 1-year-old mice revealed differentially regulated genes in the mandible and femur. The information on transcriptome complexity unveiled that WNT signaling, biomineralization, and cell adhesion pathways are highly enriched in the mandible, while electron transport, respiratory chain, cell adhesion, and chemotaxis are downregulated in the mandibular-derived monocytes. To our knowledge, this is the first study to identify differences in gene expression in monocytes and osteoclast precursors from mice that are 1 year of age. The RANKL stimulation of osteoclast precursors for 48 h leads to an increase in mitochondrial basal respiration, ATP-linked respiration, and electron chain activity [33]. Additionally, the RANKL treatment of osteoclast precursors leads to an increase in mitochondrial content and biomass [34,35,36]. In a study performed by Taubmann et al., they noted a simultaneous increase in both glycolytic activity and mitochondrial respiration when comparing activated osteoclasts to resting osteoclasts, suggesting that bone resorption considerably increases osteoclast metabolic and energy requirements [37]. This adaptation by osteoclasts is thought to be linked to an increased demand for energy, which may also be supported by the increased expression of genes involved in complex I of the mitochondrial activity in the femur-derived monocytes and D2 osteoclast precursors of 1-year-old mice. Interestingly, estrogen also negatively regulates the expression of mitochondria complex I genes; future experiments will be performed to determine if the expression of this set of genes changes in mandibular-derived monocytes and osteoclast precursors from ovariectomized mice [33]. Mice conditionally deleted for *Ndufb4,* one of the genes that were upregulated in our 1-year-old femur-derived monocytes and preosteoclasts, had osteoclast precursors that failed to differentiate because of a shift in the Ly6C^high^, CD11b cell population, resulting in the formation of inflammatory macrophages and not osteoclasts [26].

Understanding the changes in cellular processes with aging in mice contributes to our understanding of the molecular changes at these skeletal sites in humans. Moreover, 1-year-old mice were used in this study to correlate to humans 38–47 years of age, but perhaps more significant findings would be seen in studies with mice at 18–24 months, which are comparable to humans at 56–69 years of age. Since this study removed any pathological factors in mice to solely study the effect of aging, the effect of estrogen changes on the osteoclast activity at these skeletal sites, as well as conditions of inflammation such as periodontal disease, will be considered in future experiments during the examination of the mechanisms by which aging affects osteoclast differentiation at different skeletal sites. Periodontal disease is more common in older individuals, and future experiments will need to determine the mechanisms by which mandibular-derived osteoclast precursors and osteoclasts change in the presence of enhanced inflammation and aging in the oral cavity. Identifying epigenetic changes that result in changes in gene expression during aging and inflammatory conditions may allow for better treatment options. Lastly, drugs targeting epigenetic regulators may allow for the development of therapies that are reversible and allow for the treatment of bone loss due to inflammatory conditions.

From previous research, it is unclear as to what changes we expected to see in these experiments. Two schools of thought exist to say that the craniofacial region and appendicular skeleton are similar and that these skeletal sites differ during the aging process. Many earlier research publications claim no differences between the craniofacial region and appendicular skeleton. In studying the variation in mineral density of the mandible and radius in both sexes, Henrikson et al. claimed that the changes seen in these skeletal sites with age were qualitatively the same [38]. Hildebolt et al. explained that cross-sectional QCT data of selective measures of vertebral cortical and trabecular bone demonstrated a similar rate of cortical demineralization between the skeletal sites [39]. These studies were performed on individuals with various diseases, such as osteoporosis or nutritional deficiencies, and lacked descriptions of the cellular processes within these skeletal regions. More recent research publications have shifted views with more diverse experiments to support the idea that these sites represent different cell populations. These recent studies, supporting the claim that the mandible and femur represent distinct entities, were performed on younger mice (8 weeks or 1-month-old mice). There is limited information on what happens to the cellular composition and activity at these skeletal sites at an individual age, but our study has begun to fill this gap in existing knowledge.

## 5. Conclusions

This study reveals that osteoclast precursor populations at the mandibular and femoral sites have unique changes in gene expression. The results support our hypothesis, showing differences in gene expression and increased differentiation capabilities of osteoclast precursors derived from the bone marrow of the mandible compared to the femur. The larger size and decreased number of osteoclasts found in the mandible when compared to the femur were seen in both 2-month-old and 1-year-old mice. Through bulk RNA sequencing, it was shown that different pathways affect these two skeletal sites in an aging population. This may suggest that there are different pathways regulating the craniofacial and appendicular regions during aging. The mandible and femur of 1-year-old mice exhibit distinct characteristics from each other. Through an appreciation of these differences, a better understanding of what osteoclastic changes occur with aging may be noted and utilized within treatment planning for older patients seeking medical or dental care.

## Figures and Tables

**Figure 2:**
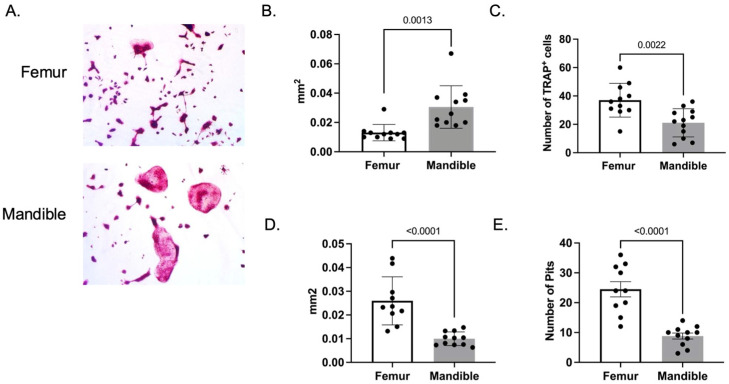
Mandibular-derived osteoclasts are larger in size compared to femur-derived osteoclasts. Monocytes were isolated from the bone marrow of the femur and mandible of 1-year-old C57Bl/6J male and female mice. Monocytes were cultured in M-CSF and RANKL to stimulate osteoclast differentiation. (**A**) Representative images of TRAP-stained osteoclasts. (**B**) The average size and (**C**) number of TRAP-positive multinuclear cells. (**D**,**E**) Monocytes were cultured on calcium phosphate-coated plates with M-CSF and RANKL for 7–10 days. (**D**) The average size of demineralized areas, and (**E**) the number of demineralized areas. The data shown are from at least three independent experiments. Samples were compared using Student’s *t*-test.

**Figure 3:**
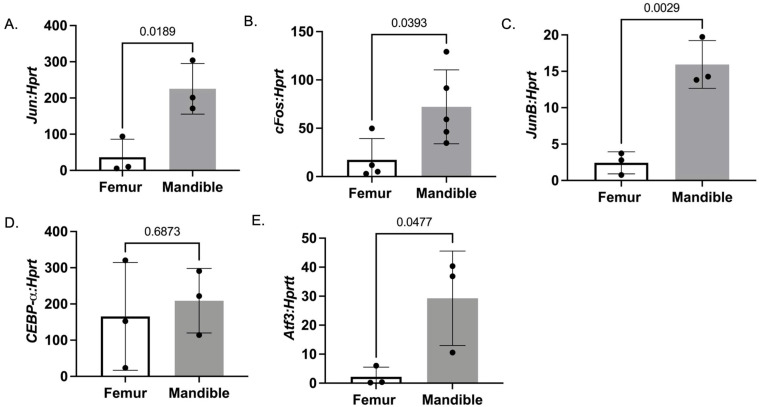
Mandibular-derived monocytes express higher levels of osteoclast transcription factors. Monocytes were isolated from the bone marrow of the mandible and femur of 1-year-old C56Bl/6J male and female mice. RNA was isolated, and qRT-PCR was performed to measure gene expression. The relative expression of (**A**) *Jun*, (**B**) *c-Fos*, (**C**) *JunB*, (**D**) *Cebp-a*, and (**E**) *Atf3.* The data shown are from three independent experiments. Data are graphed relative to *Hprt.* Samples were compared using Student’s *t*-test.

**Figure 4:**
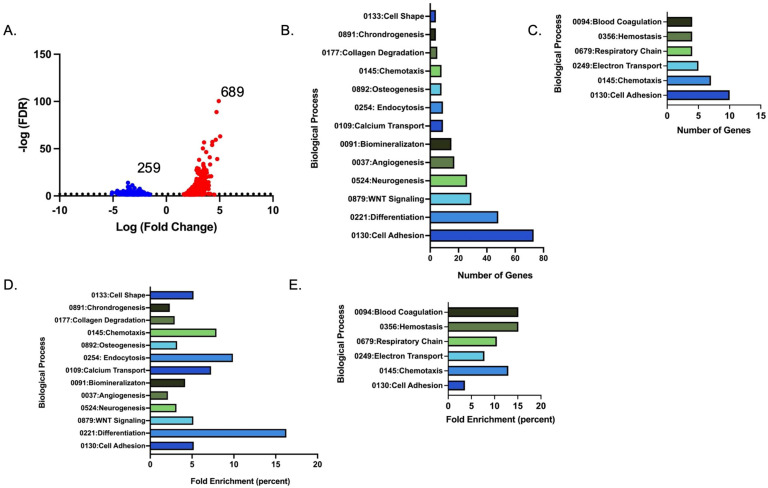
Analysis of bulk RNA-SEQ data from monocytes of 1-year-old mice. (**A**) Volcano plot showing number of differentially regulated genes identified by bulk RNA sequencing of femur- and mandibular-derived monocytes. Red dots represent upregulated and blue dots represent down regulated genes as identified by bulk RNA-SEQ. DAVID analysis of (**B**) number of genes in each upregulated pathway; (**C**) number of genes in each downregulated pathway in biological processes in mandibular-derived monocytes; (**D**) percentage of enrichment in genes in each upregulated pathway; and (**E**) percentage of enrichment in genes in each downregulated pathway in biological processes in mandibular-derived monocytes.

**Figure 5:**
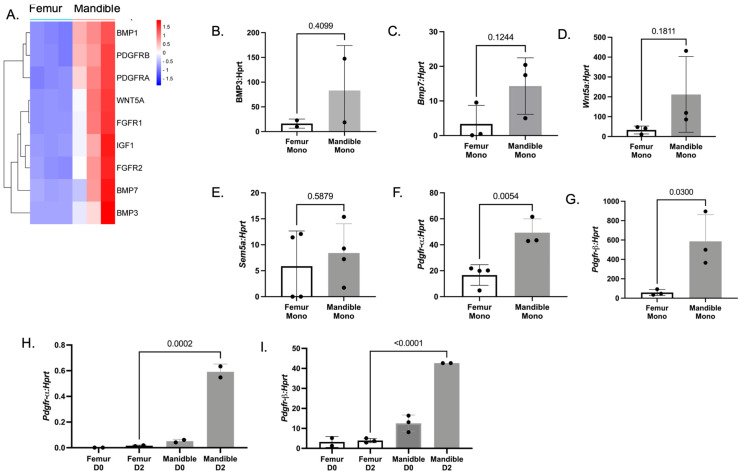
Osteogenic molecules are enhanced in expression from mandibular-derived monocytes. (**A**) Heat map of osteogenic genes identified in bulk RNA-SEQ of 1-year-old mandibular-derived monocytes. (**B**–**G**) qRT-PCR of selected osteogenic genes identified by RNA-SEQ of mandibular-derived monocytes. Individual *p*-values are as shown. (**H**,**I**) qRT-PCR of selected osteogenic genes from mandibular- and femur-derived osteoclast precursors treated with either M-CSF only (Day 0) or M-CSF and RANKL (Day 2). Data shown are from three independent experiments. Data are graphed relative to *Hprt.* Samples were compared using Student’s *t*-test.

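The heat map of Fig. 5A holds 9 genes, chosen by the study from these libraries, so that their tests here are not independent evidence. All 9 were called higher in the mandible, over all tested genes and with p adjusted over the list alone, and the median log2 fold change was 3.72. In each gene every mandible library lay above every femur library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). Pdgfra, on chromosome 5 from 75152292 to 75198215 of GRCm38, was 7.29 ± 1.20 CPM (SD, n = 3) in femur-derived and 96.4 ± 34.7 CPM (SD, n = 3) in mandibular-derived monocytes, a log2 fold change of 3.72 (standard error 0.34, adjusted p = 0.00012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pdgfrb, on chromosome 18 from 61045150 to 61085061, was 15.5 ± 3.44 CPM and 54.9 ± 15.0 CPM (SD, n = 3), a log2 fold change of 1.83 (standard error 0.31, adjusted p = 0.0058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both are also on the list of fibroblast and mesenchymal markers. Bmp3, on chromosome 5 from 98854415 to 98884396, had 1, 23 and 6 counts in the femur libraries S13, S15 and S18 and 406, 756 and 2060 counts in the mandible libraries S16, S19 and S23, a log2 fold change of 6.93 (standard error 0.91, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wnt5a, on chromosome 14 from 28504750 to 28527448, had 13 counts in femur library S15 and none in S13 and S18, against 183 to 565 counts in the mandible. Its log2 fold change of 6.64 (standard error 1.13, adjusted p = 0.0056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) became 11.68 without S15. Bmp7 had a log2 fold change of 3.37 (standard error 0.72, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1.63 ± 0.604 CPM in the femur and 16.8 ± 13.4 CPM in the mandible (SD, n = 3). It was not called without femur S13, femur S18, mandible S19 or mandible S23, with adjusted p of 0.051, 0.086, 0.088 and 0.13 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under limma-voom, Bmp3, Bmp7 and Wnt5a were not called (adjusted p 0.094, 0.14 and 0.059, Benjamini-Hochberg). The other 4 genes, Bmp1, Fgfr1, Igf1 and Fgfr2, had log2 fold changes of 2.76, 4.90, 4.77 and 2.63, and mean expression of 5.07, 2.90, 3.94 and 7.62 CPM in the femur and 34.4, 87.3, 108 and 47.3 CPM in the mandible. As CPM ratios to Hprt, the control gene of the paper's qRT-PCR, mandible over femur was 25.8-fold for Pdgfra (p = 0.1), 6.96-fold for Pdgfrb (p = 0.1), 207-fold for Bmp3 (p = 0.1), 23.2-fold for Bmp7 (p = 0.1) and 137-fold for Wnt5a (p = 0.1) (exact two-sided permutation test, n = 3, smallest p 0.1). Hprt itself had a log2 fold change of -0.95 and was lowest in S23, at 48.4 CPM, against 71.5 CPM in S16 and 99.4 CPM in S19. These genes were highest in S23, so that this library weighs most in the mandible ratios. The mandible ratio was 1.03 ± 1.22 for Bmp3 and 0.283 ± 0.310 for Bmp7 (SD, n = 3). In M21, genes on the other strand overlap Pdgfra, Wnt5a, Fgfr1 and Igf1, a microRNA gene overlaps Pdgfra on the same strand, and the interval of Fgfr2 holds many other genes, so that the counts of these 5 genes are uncertain, in part only if the strand was not used. In all 9 genes expression rose from mandible library S16 to S19 and on to S23, an order that chance gives in 16.7% of genes.

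**Figure D3:**
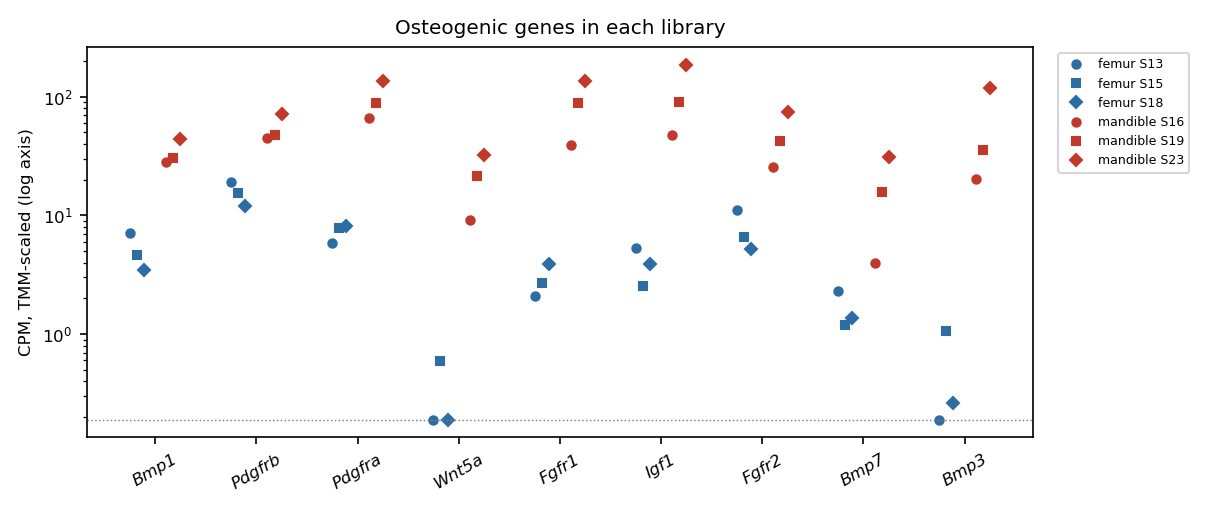
Expression of the 9 genes of Fig. 5A in each library (x axis, genes; y axis, TMM-scaled CPM on a log axis). Points are libraries, blue for femur and red for mandible. Libraries under the dotted line at 0.191 CPM, the highest limit that a count of 0 allows before TMM scaling, are drawn on it. Every red point lies above every blue point of its gene.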

**Figure 6:**
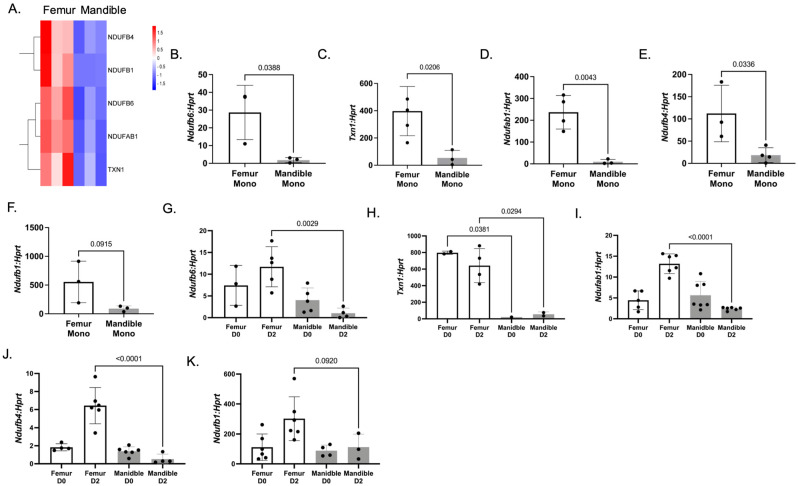
Mitochondria complex I genes are upregulated in 1-year-old femur-derived monocytes. (**A**) Heat map of mitochondria complex I genes identified in bulk RNA-SEQ of 1-year-old mandibular- and femur-derived monocytes. (**B**–**F**) qRT-PCR of selected mitochondria complex I genes identified by RNA-SEQ. Individual *p*-values are as shown. (**G**–**K**) qRT-PCR of selected osteogenic genes from mandibular- and femur-derived osteoclast precursors treated with either M-CSF only (Day 0) or M-CSF and RANKL (Day 2). Data shown are from three independent experiments. Data are graphed relative to *Hprt.* Samples were compared using Student’s *t*-test.

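The heat map of Fig. 6A holds Ndufb4, Ndufb1, Ndufb6, Ndufab1 and Txn1, of which the first 4 encode subunits of mitochondria complex I and Txn1 encodes thioredoxin. The study chose them from these libraries, so that their tests here are not independent evidence. All 5 were called lower in the mandible, over all tested genes and with p adjusted over the list alone. Ndufb4, on chromosome 16 from 37647170 to 37654453 of GRCm38, was 48.2 ± 22.5 CPM (SD, n = 3) in femur-derived and 11.2 ± 4.70 CPM (SD, n = 3) in mandibular-derived monocytes, a log2 fold change of -2.11 (standard error 0.44, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ndufb1, which M21 lists as Ndufb1-ps on chromosome 12 from 101968090 to 101977068, was 88.8 ± 32.7 CPM and 26.7 ± 2.96 CPM (SD, n = 3), a log2 fold change of -1.73 (standard error 0.30, adjusted p = 0.0063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cpsf2, which overlaps it on the other strand, had a log2 fold change of -0.057. Ndufb6, on chromosome 4 from 40270591 to 40279421, was 26.5 ± 4.86 CPM and 6.79 ± 2.83 CPM (SD, n = 3), a log2 fold change of -1.96 (standard error 0.42, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Smim27 overlaps Ndufb6 on the other strand and averaged 2.79 CPM in the femur. Ndufab1, on chromosome 7 from 122085403 to 122101886, was 42.3 ± 8.23 CPM and 11.7 ± 4.07 CPM (SD, n = 3), a log2 fold change of -1.85 (standard error 0.34, adjusted p = 0.0088 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Txn1, on chromosome 4 from 57943373 to 57956411, was 109.9 ± 25.2 CPM and 44.8 ± 10.9 CPM (SD, n = 3), a log2 fold change of -1.29 (standard error 0.29, adjusted p = 0.023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The related sequences Ndufb4c, Ndufab1-ps and Txn-ps1 averaged 1.13, 1.36 and 0.560 CPM in the femur, and the counting could have split reads between them and Ndufb4, Ndufab1 and Txn1. A gene model overlaps Ndufab1 on the other strand. In each of the 5 genes every femur library lay above every mandible library in CPM (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). As CPM ratios to Hprt, the control gene of the paper's qRT-PCR, which itself had a log2 fold change of -0.95, mandible over femur was 0.464-fold for Ndufb4 (p = 0.2), 0.612-fold for Ndufb1 (p = 0.2), 0.493-fold for Ndufb6 (p = 0.2), 0.503-fold for Ndufab1 (p = 0.1) and 0.781-fold for Txn1 (p = 0.3) (exact two-sided permutation test, n = 3, smallest p 0.1), so that the 2 groups overlapped in 4 of the 5 ratios. The calls rested on single libraries in several fits, with adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without femur S13, the adjusted p was 0.100 for Ndufb4, 0.10 for Ndufb6, 0.059 for Ndufab1 and 0.11 for Txn1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without mandible S19 it was 0.061 for Ndufb4, 0.056 for Ndufb1, 0.051 for Ndufb6 and 0.050 for Txn1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ndufb6 was also not called without femur S18 (adjusted p = 0.075, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Txn1 was called in none of these fits except the one without femur S15. With the length trend of each library removed, a step chosen after the data were seen, Ndufb6 and Txn1 were not called (adjusted p 0.088 and 0.16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

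**Figure D4:**
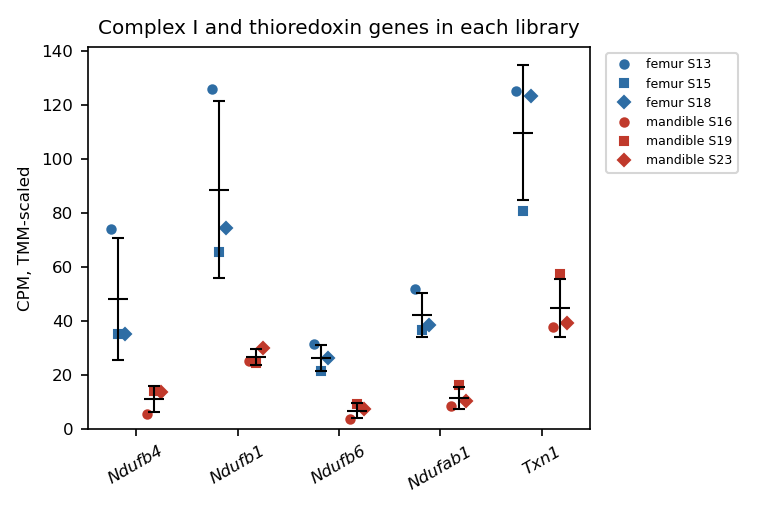
Expression of the 5 genes of Fig. 6A in each library (x axis, genes; y axis, TMM-scaled CPM). Points are libraries, blue for femur and red for mandible, and bars are the mean and SD of 3 libraries. For Ndufb1 the femur libraries lie between 65.6 and 126 CPM and the mandible libraries between 24.6 and 30.1 CPM.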

**Table 1:** Primer sequences.

Gene	Forward Sequence (5′-3′)	Reverse Sequence (5′-3′)
*Junb*	TCA CGA CGA CTC TTA CGC AG	CCT TGA GAC CCC GAT AGG GA
*cJun*	TCC CCT ATC GAC ATG GAG TC	TGA GTT GGC ACC CAC TGT TA
*cFos*	CCA AGC GGA GAC AGA TCA ACT T	TCC AGT TTT TCC TTC TCT TTC AGC AGA
*Atf3*	GAG GAT TTT GCT AAC CTG ACA CC	TTG ACG GTA ACT GAC TCC AGC
*BMP7*	TAC GTC AGC TTC CGA GAC CT	GGT GGC GTT CAT GTA GGA GT
*Ndufb1*	CTT CTA CGT GAG CAC TGG GTT	CTT CAT TGG GCC TCA GTT CCC
*Ndufb4*	GGG CAG CCC TCA TAT CCG C	GGC GCA GGC TTA TAC TTG GA
*Ndufb6*	CGG GAG CTA AGG AGA CGA TG	GCG GTA CGC CTT AAA GAC CA
*Ndufab1*	ACA CAC TGA CAA CCA AGA GTG A	TTG CGC CAA TTC TTC AGC TAC
*PDGFRA*	GCA GTT GCC TTA CGA CTC CAG A	GGT TTG AGC ATC TTC ACA GCC AC
*PDGFRB*	GAA CGA CCA TGG CGA TGA GA	GCA TCG GAT AAG CCT CGA ACA
*Sem5a*	GCC ACT TCC ATC AAA CAC GCA G	GTC ATG CTC AGA CTC TCC TCC A
*Txn1*	GCT TGT CGT GGT GGA CTT CT	GGC AGT CAT CCA CAT CCA CT
*Wnt5a*	CAA CTG GCA GGA CTT TCT CAA	CAT CTC CGA TGC CGG AAC T
*BMP3*	TAA CAC GGT CCG CAG CTT CAG A	TGT GGC TGA CAA AAT GTT CTC CG

## Data Availability

Primary data presented in this manuscript are available upon request. Bulk RNA SEQ data are available at NCBI Geo GSE285067.

How the deposited data were processed for this re-analysis (not part of the article)

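Monocytes of the mandible and of the femur of C57BL/6J mice 1 year old were enriched by negative selection and sequenced in 6 libraries, 3 per skeletal site. The authors trimmed paired-end reads with Trimmomatic, mapped them with Hisat2 to a genome they name as GRCm38 and counted them with featureCounts, and the deposited values are raw counts of reads per gene and library, without normalization. The unit was checked on the values, which were whole numbers. The genome build was tested by position, and 3031 of 52081 genes shared with GENCODE M21 had an interval inside the M21 gene, so positions were taken from M21 by Ensembl identifier. The version of featureCounts, the use of the strand and of reads with several positions, and the sex, animal and batch of each library are not named in the paper's text. The libraries held 15718782 to 25371474 counts, and 3 counts, the most that a count of 0 allows, were 0.118 to 0.191 counts per 1000000 (CPM) before TMM scaling.

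Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10 and a minimum total count of 15, TMM normalization, quasi-likelihood fit and test with a prior count of 0.125), without covariates, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. The standard error given for a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It is therefore an approximation and not an output of the fit. Single genes were also tested by an exact two-sided permutation test of log2 CPM, whose smallest p is 0.1. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over the 12 pathway lists and over 35 other lists of cell types, respiratory chain complexes, stress and control genes separately. The lists were fixed before the data were examined, and the gene sets of DAVID were not used here. The subjects of the 12 pathway lists follow the pathways that the paper reports from these same libraries. Genes named in the text were chosen by a rule fixed before the data were examined: every gene the paper names, the 5 called genes with the smallest p in each direction, in each list discussed up to 3 members with the highest mean CPM and up to 3 called members with the largest log2 fold change, and the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. Some genes that meet this rule are not reported here. Genes outside the rule are said to have been chosen after their values were seen.

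The alternatives were DESeq2 1.42.0, edgeR's exact test, limma-voom, RLE size factors, no normalization factors, TMM without mitochondrial, hemoglobin and immunoglobulin genes, 3 other filters, other thresholds, a prior count of 2, camera with an estimated correlation, fry, and each library left out in turn. A correction by loess (span 0.4) of log2 CPM on gene length in each library, one on length and GC content, which covered 17515 of the 18114 tested genes, and the removal of ribosomal RNA genes were chosen after the data were seen. The tests were tried on simulated data, in which 200 of 18114 genes changed 4-fold: 109 of the 189 that passed the filter were called, and 4 of 16520 unchanged genes. With a length trend simulated, the shortest 10% of genes had a median log2 fold change of -0.89 without and 0.02 with the length correction, and 59 unchanged genes were called without it and 5 with it, so that a part of the calls among short and long genes can come from such a trend. The qRT-PCR, staining and demineralization experiments of the paper were not analysed here, since the data used were the counts of the monocyte libraries.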

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

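All tests of explanations in this part were chosen only after the results were seen. The marker lists, the sex-linked genes and the fits that each left out 1 library were fixed before the data were examined. The markers of tooth-forming cells and of skeletal muscle, cell types that the paper does not discuss, lay far above the limit of detection in the mandible libraries. Of 15 tested tooth markers 8 were called higher in the mandible, 11 adjusted over the list alone, with a median log2 fold change of 5.69 (camera, adjusted p = 2.4e-32), and without femur S15 the median was 9.49. All 18 tested muscle markers were called higher, with a median of 7.34 (camera, adjusted p = 2.4e-56, 0.069 with an estimated correlation). The most abundant were Acta1, at 0.502 ± 0.363 CPM in the femur and 1100.3 ± 697 CPM in the mandible (SD, n = 3), and Tnnt3, at 3.44 ± 2.51 and 586 ± 334 CPM (SD, n = 3). All 3 mandible libraries lay above all 3 femur libraries in 30 of the 33 tested markers of both lists, where chance gives 10% of genes in either direction. The femur libraries expressed 3 of the tooth and 10 of the muscle markers at a mean of at least 1 CPM, and 11 of the 15 tooth markers are also on the 12 pathway lists. Reads of overlapping genes are argued against, since 7 of the 14 tested tooth markers other than Amelx were called higher and Arhgap6, which overlaps Amelx, had a log2 fold change of -0.57 (adjusted p = 0.70 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A candidate explanation is cells or RNA of tooth and muscle carried into the mandible libraries. The markers of both tissues are themselves the pattern to be explained, so they cannot test this explanation. Expression of these genes by monocytes of the mandible, a difference between the skeletal sites, was not tested and stays open.

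Mandible library S23 stood apart in the sex-linked genes. Xist was at 1441 CPM there and at most 0.553 CPM in the other 5 libraries, and Ddx3y, Eif2s3y, Kdm5d and Uty had no count in it. The sex of each library is not named in the paper's text. These values argue against male cells in S23. Counts of 432 to 1581 on the Y-linked genes argue against female animals alone in the others. A femur library labelled as S23 is argued against by its share of counts on tooth markers, 1.27%. That share was 0.565% in S16 and 0.761% in S19, and at most 0.00139% in the femur libraries. Other mislabelling of S23 was not tested. The sex of this library as the cause of most of the calls is argued against, since 528 of the 938 called genes were also called without S23, against 499 without S13, 543 without S18 and 426 without S19, and 887 without S15 and 698 without S16. The called genes include 20 on the X chromosome and none on the Y chromosome, where the 4 Y-linked genes had a median log2 fold change of -0.54 and none had an unadjusted p under 0.05. Xist, high in S23 only, did not pass the filter and was not tested. The Y-linked genes lacked counts in S23 only, so a call on them was unlikely. Calls on sex-linked genes therefore cannot decide on an effect of sex. Sex and skeletal site were not separated for S23, and an effect of sex on single genes stays open.

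Femur library S15 had a count on 841 of 1413 olfactory receptor genes, which the paper does not discuss, against 6 to 55 in the other libraries. It had a count on 40494 genes in all, against 17481 to 23513. Greater depth is argued against, since its total of 19808090 counts was the second lowest of the 6. Of 28239 genes with no count in the other 5 libraries, 13454 had a count in S15, where each of the other libraries had 77 to 417 genes seen in it only. The share was 78.3% in the longest 20% of these genes and 20.8% in the shortest 20%, and these counts made up 0.465% of the library. A candidate explanation is genomic DNA in this library, which would give counts in proportion to length, and the share in the longest genes is in line with it. Without S15, 1565 genes were called, more than the 938 with it. No biological explanation was tested.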

How the results depend on the processing

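The alternatives were set before the data were examined, except the length correction, the length and GC correction and the removal of ribosomal RNA genes, which were chosen only after the results were seen, and each changed 1 choice at a time. No paired analysis was possible because the groups share no replicate numbers. In all of them more genes were called higher than lower. The number of called genes was 1548 under DESeq2 (1091 higher, 457 lower), 1468 under edgeR's exact test (468 lower) and 1590 with all genes that had a count (571 lower). It was 445 at an adjusted p under 0.01 (384 higher, 61 lower) and 481 with glmTreat against a fold change of 2 (445 higher, 36 lower), where the stricter threshold itself lowers the number. Genes called lower numbered 157 without normalization factors, 117 in the length-corrected fit and 138 in the length- and GC-corrected fit. The length-corrected fit called 674 genes higher, 85.2% of its 791 calls, and shared 747 calls with the 938. Without normalization factors the median of all tested genes was 0.061 in place of -0.038. The other alternatives with all 6 libraries gave between 753 and 960 calls, within 1.5 times the 938. The cause was not tested, except where fewer or more genes were tested or a threshold was stricter.

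Across the 6 fits that each left out 1 library, 434 to 1565 genes were called, 376 to 957 higher and 58 to 608 lower. The lowest number of calls came without mandible S19 and the highest without femur S15, the library with a count on the most genes. Of the 938 genes, 499 were also called without S13, 887 without S15, 543 without S18, 698 without S16, 426 without S19 and 528 without S23. Fewer libraries were tested in these fits, and beyond that the cause was not tested.

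Of the 12 pathway lists, 8 kept their direction and stayed past the threshold in all alternatives and with any library left out. With the correlation estimated by camera, the adjusted p of these 8 lists was only 0.039 to 0.044. Their medians ranged 1.04 to 2.30 (WNT signaling), 2.34 to 3.66 (biomineralization), 0.51 to 1.07 (cell adhesion), 1.04 to 1.58 (BMP and TGF-beta signaling), 2.66 to 4.05 (Hedgehog signaling), 1.36 to 2.39 (Hippo signaling), 0.32 to 0.57 (PI3K signaling) and -1.74 to -0.73 (coagulation and hemostasis). The calcium list and the complex I list left the threshold only when camera estimated the correlation, with adjusted p of 0.19 each, against at most 0.00061 and 1.1e-06 with a library left out. With fry in place of camera, both stayed past it. The calcium median was 0.32 without femur S13, 0.87 without femur S15, 0.36 without femur S18 and 0.19 without mandible S23. With at least 10 counts in every library it was 0.28 (camera, adjusted p = 0.0041). In the length-corrected fit it was 0.32 and in the length- and GC-corrected fit 0.29 (camera, adjusted p = 0.021 and 0.041). The adjusted p of the chemokine list ran from 0.029 to 0.20 over the alternatives with all libraries that were set before the data were examined, and that of the chromatin remodeling list from 0.0022 to 0.50. In the length-corrected fit they were 0.26 and 0.63, and in the length- and GC-corrected fit 0.46 and 0.42 (camera).

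The following medians of lists and log2 fold changes of genes changed their side of the threshold or their sign, and the cause was not tested. With edgeR's exact test, no longer past the threshold was 1.28 (Schwann cell and neuron markers). With limma-voom, no longer past the threshold was -0.11 (chemokines and receptors), and newly past it were 0.17 (ATP-dependent chromatin remodeling), 0.58 (complex I mitochondrial subunits), 0.39 (mitochondrially encoded proteins) and -0.91 (bone marrow stromal markers), and of opposite sign were -0.031 (endothelial markers) and -0.012 (Ccr2). With the RLE size factors, no longer past the threshold was 1.28 (Schwann cell and neuron markers). Without normalization factors, no longer past the threshold was 1.26 (Schwann cell and neuron markers), and newly past it was 0.26 (ATP-dependent chromatin remodeling). With all genes that had a count, no longer past the threshold was -0.30 (chemokines and receptors), and newly past it were 0.11 (ATP-dependent chromatin remodeling), 0.56 (complex I mitochondrial subunits), 0.36 (mitochondrially encoded proteins), 0.29 (dendritic cell markers) and -0.69 (bone marrow stromal markers), and of opposite sign were -0.12 (B cell markers) and -0.019 (Ccr2). With genes of at least 10 counts in every library, no longer past the threshold were -0.089 (chemokines and receptors), 0.84 (epithelial markers) and 0.36 (Schwann cell and neuron markers), and newly past it was 0.17 (ATP-dependent chromatin remodeling), and of opposite sign was 0.00299 (plasma cell markers). With genes of a mean CPM of at least 1, no longer past the threshold were -0.23 (chemokines and receptors) and 0.31 (Schwann cell and neuron markers), and of opposite sign was -0.032 (Ccr2). With list members of a mean CPM of at least 1, no longer past the threshold was 0.36 (Schwann cell and neuron markers). In the length-corrected fit, no longer past the threshold were -0.27 (chemokines and receptors) and -0.21 (complex III nuclear subunits), and newly past it were 1.01 (complex I mitochondrial subunits), 1.01 (mitochondrially encoded proteins) and -0.57 (bone marrow stromal markers), and of opposite sign were -0.054 (ATP-dependent chromatin remodeling), -0.18 (Baz1b), -0.31 (Atrx), -0.10 (Ccr2) and 0.22 (Ndufb10). In the length- and GC-corrected fit, no longer past the threshold were -0.16 (chemokines and receptors) and -0.28 (complex III nuclear subunits), and newly past it were 0.85 (complex I mitochondrial subunits), 0.83 (mitochondrially encoded proteins) and -0.62 (bone marrow stromal markers), and of opposite sign were -0.053 (ATP-dependent chromatin remodeling), -0.069 (endothelial markers), -0.15 (Cebpa), -0.31 (Baz1b), -0.15 (Atrx), -0.21 (Tln1) and 0.22 (Ndufb10).

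With the correlation estimated per list, these lists were no longer past the threshold, each with its unchanged median and its adjusted p from camera: calcium signaling and transport (0.55, 0.19), chemokines and receptors (-0.27, 0.20), complex I nuclear subunits (-0.77, 0.19), complex III nuclear subunits (-0.71, 0.44), complex IV nuclear subunits (-1.05, 0.25), complex V nuclear subunits (-0.81, 0.45), immediate early genes (0.45, 0.49), neutrophil markers (-1.37, 0.56), erythroid markers (-2.06, 0.49), megakaryocyte and platelet markers (-3.06, 0.051), eosinophil markers (-2.28, 0.30), chondrocyte markers (3.37, 0.15), mural and smooth muscle markers (2.74, 0.15), skeletal muscle markers (7.34, 0.069), epithelial markers (2.73, 0.14), Schwann cell and neuron markers (1.28, 0.28), proliferation markers (-0.52, 0.49), proteasome core subunits (-0.88, 0.38) and cytosolic ribosomal proteins (-1.03, 0.38). With fry they were complex III nuclear subunits (0.098), complex V nuclear subunits (0.12), immediate early genes (0.16), neutrophil markers (0.41), erythroid markers (0.29), eosinophil markers (0.12), proliferation markers (0.12), proteasome core subunits (0.090) and cytosolic ribosomal proteins (0.12). The estimate rests on 6 libraries.

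With 1 library left out, the ranges over the 6 fits of the results that changed their side of the threshold or their sign were, as medians of lists or log2 fold changes of genes, ATP-dependent chromatin remodeling 0.059 to 0.17 (past it without S13 and S23), monocyte markers -0.18 to 0.23 (of opposite sign without S13, S15, S16 and S19), neutrophil markers -1.86 to -0.77 (not past it without S13), mast cell and basophil markers -1.17 to -0.23 (past it without S15), tissue macrophage markers -0.92 to -0.16 (past it without S15), Schwann cell and neuron markers 0.27 to 1.25 (not past it without S15, S18, S16, S19 and S23), housekeeping genes -0.29 to -0.045 (past it without S15), chemokines and receptors -0.36 to -0.11 (not past it without S18, S16, S19 and S23), mitochondrially encoded proteins 0.26 to 0.52 (past it without S18 and S16), endothelial markers -0.18 to 0.31 (of opposite sign without S18, S16 and S19), B cell markers -0.42 to 0.34 (of opposite sign without S16), T and NK cell markers -0.21 to 0.79 (of opposite sign without S23), bone marrow stromal markers -1.06 to -0.47 (past it without S23), Cebpa -0.085 to 0.21 (of opposite sign without S13, S15, S16 and S19), Ccl2 -0.16 to 0.81 (of opposite sign without S13 and S23), Ccr2 -0.25 to 0.25 (of opposite sign without S13, S16 and S19), Itgb3 -1.89 to -1.53 (not past it without S19), F13a1 -0.049 to 0.46 (of opposite sign without S19), Ddx3y -0.78 to 0.25 (of opposite sign without S23), Kdm5d -1.13 to 0.054 (of opposite sign without S23) and Klf6 -0.041 to 0.56 (of opposite sign without S23). Itgb3 had an adjusted p of 0.056 without S19 and from 0.0012 in the other fits (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

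Of the other genes named, 18 changes with all 6 libraries were to not called and 6 to called, and with a library left out 46 were to not called and 3 to called. The filter of at least 10 counts in every library left no member of the chondrocyte list and dropped named genes with fewer counts in a library, and the alternative without mitochondrial genes gave no value for the lists made of them. Depth limited genes near the floor, 27 of the 702 called higher having at most 3 counts in every femur library, so that their fitted fold changes rest on almost no femur counts. In simulated counts of 3 against 3 libraries with 200 genes changed 4-fold, 109 of the 189 tested ones were called, so that genes with such changes can be missed at this size.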

Differences from the paper's values

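The paper's average depth is 62.1 times 1000000 reads per sample, and the counts on genes averaged 20.3 times 1000000 per library. Reads and counts on genes are different measures, and no alternative changes the counts. The paper's number of differentially expressed genes, 948 with 689 higher and 259 lower, was within 1.5 times the 938, 702 and 236 found here. The total was not within 1.5 times under edgeR's exact test (1468), under DESeq2 (1548) or with all genes that had a count (1590). Under the other tests, normalizations and filters, with all 6 libraries and the same thresholds, the total stayed within it.

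The largest log fold change of a called gene in Fig. 4A is about 5, read by eye, and was 14.23 here on the log2 scale, which is 4.28 on the log10 scale and 9.86 on the natural log scale. The base of the axis is not named in the paper's text. On the log2 scale none of the alternatives set before the data were examined closed the gap. With at least 10 counts in every library it was 8.51, and in the others 13.7 to 15.4. The largest negative log of the adjusted p in the same figure is about 100, read by eye, and was 5.14 here on the log10 scale and 11.8 on the natural log scale. With edgeR's exact test it was 96.2 and with all genes that had a count 93.1, which are within 1.5 times the paper's value, while DESeq2 gave 164 and the other alternatives set before the data were examined gave 3.50 to 8.66.

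The paper lists chromatin remodeling among the terms of genes lower in the mandible. That term comes from DAVID, whose gene set was not used here, and the list tested may hold other genes. The values below therefore cannot show whether the paper's own term is lower. The list of 69 tested chromatin remodeling genes had a median log2 fold change of 0.16, 47 members above 0, no member called lower and 4 with an unadjusted p under 0.05 in either direction. In the length-corrected fit and the length- and GC-corrected fit, both chosen after seeing the values, the median was -0.054 and -0.053 (camera, adjusted p = 0.63 and 0.42). In all the alternatives set before the data were examined it was above 0 (camera or fry, adjusted p 0.0022 to 0.50 with all 6 libraries and 0.012 to 0.63 with a library left out).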

Other observations

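The tests of explanations in this part were chosen only after the results were seen, with some exceptions. Those of the splits for all called genes, of mesenchymal cells and of megakaryocytes were set before the data were examined. So were those of a general fall of short transcripts and of handling stress. The gene lists, the genes that the paper names and the alternatives other than the length, GC and ribosomal RNA ones were also fixed before. Of the 10 splits of the 6 libraries into 3 and 3, the real one included, 1 gave as many called genes as the real one, 1 as many genes as were called higher and 1 as many as were called lower. As large a median in absolute size was given by 1 split for each of the WNT, biomineralization, cell adhesion, BMP and TGF-β, Hedgehog, Hippo, complex I and coagulation lists. For the PI3K, chemokine and chromatin remodeling lists 2 splits gave as large a median, and for the calcium list 3. With 10 splits the share cannot go under 0.1, so the splits cannot exclude chance for any of these results.

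The WNT and biomineralization lists rose in the mandible libraries, and markers of mesenchymal and bone-forming cells rose with them. The fibroblast and mesenchymal list (25 tested, 20 called higher) had a median log2 fold change of 4.54 and the osteoblast and osteocyte list (14 tested, 11 called higher) one of 4.10. The 21 tested markers of both that are on none of the 12 pathway lists had a median of 4.26, with 16 called higher. All 6 abundant transcripts named in the test rose, Col3a1 from 6.40 ± 1.25 to 2299 ± 1069 CPM, Sparc from 17.3 ± 4.66 to 669 ± 86.8 CPM, Dcn from 3.30 ± 0.640 to 93.3 ± 16.2 CPM and Bglap from 0.301 ± 0.387 to 20.4 ± 7.88 CPM (SD, n = 3 in each group), besides Col1a1 and Col1a2. The femur libraries expressed 21 of the 25 mesenchymal and 9 of the 14 osteoblast markers at a mean of at least 1 CPM, 14 markers of both are also on the biomineralization list, and the study picked Pdgfra and Pdgfrb from these libraries. Gene length as the whole cause is argued against, since the WNT median was 1.92 after the length correction. A candidate explanation is mesenchymal and bone-forming cells, or their RNA, in the mandible libraries, which the markers outside the lists are in line with. The libraries cannot show which cells made the WNT transcripts, and expression by mandibular-derived monocytes themselves, a difference between the skeletal sites, was not tested and stays open. In the mandible, expression rose from S16 to S19 to S23 in 18 of 25 fibroblast and mesenchymal markers and in 384 of the 702 genes called higher, where chance gives 16.7%.

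Markers of other cell types moved both ways. Names of genes from lists with 5 or fewer calls were chosen after their values were seen. Above 0, the median log2 fold change was 3.37 for the chondrocyte list (6 tested, 3 called higher, Col2a1, Col11a1 and Comp, median 7.22 without femur S15), 2.74 for the mural and smooth muscle list (13 tested, 6 called higher), 2.73 for the epithelial list (12 tested, 2 called higher, Krt5 and Krt14) and 1.28 for the Schwann cell and neuron list (10 tested, 1 called higher, Pmp22, median 0.74 without femur S13, 1.25 without femur S15, 0.27 without femur S18, 0.56 without mandible S16, 0.49 without mandible S19 and 0.66 without mandible S23). Below 0, it was -1.37 for the neutrophil list (18 tested, 1 called lower, S100a8, median -0.77 without femur S13), -2.06 for the erythroid list (14 tested, 5 called lower, Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Trim10, median -0.75 without femur S13), -2.28 for the eosinophil list (8 tested, 4 called lower, Prg2, Ear1, Ear2 and Ear6) and -0.76 for the mast cell and basophil list (9 tested, none called, 0 with an unadjusted p under 0.05, median -0.23 without femur S13, -1.17 without femur S15, -0.51 without femur S18 and -0.39 without mandible S23). The bone marrow stromal list had a median of -0.64 (12 tested, Igfbp5 called higher and Vcam1 called lower), and -1.06 without mandible S23. Of the lists of cells from the monocyte lineage and progenitors, it was 0.095 for the monocyte list (21 tested, none called, 2 with an unadjusted p under 0.05, median -0.062 without femur S13, -0.058 without femur S15, 0.16 without femur S18, -0.18 without mandible S16, -0.049 without mandible S19 and 0.23 without mandible S23), 0.51 for the osteoclast lineage list (15 tested, 1 called lower, Itgb3), 0.34 for the dendritic cell list (12 tested, 1 called higher, Tcf4, median 0.075 without femur S15, 0.54 without femur S18, 0.20 without mandible S19 and 0.56 without mandible S23), -0.55 for the tissue macrophage list (11 tested, none called, 3 with an unadjusted p under 0.05, median -0.20 without femur S13, -0.92 without femur S15 and -0.16 without mandible S23) and -0.40 for the progenitor cell list (12 tested, 1 called higher, Sox4, median -0.24 without femur S13 and -0.090 without femur S15). Of the remaining lists, it was 0.21 for the B cell list (9 tested, 1 called higher, Ebf1, median 0.017 without femur S13, 0.097 without femur S18, -0.42 without mandible S16, 0.13 without mandible S19 and 0.34 without mandible S23), -0.52 for the plasma cell list (11 tested, 1 called higher, Sdc1, median -0.077 without femur S18), 0.43 for the T and NK cell list (15 tested, none called, 2 with an unadjusted p under 0.05, median 0.22 without femur S15, 0.72 without femur S18, 0.79 without mandible S16 and -0.21 without mandible S23), 0.098 for the endothelial list (14 tested, 1 called lower, Esam, median 0.31 without femur S13, 0.19 without femur S15, -0.12 without femur S18, -0.18 without mandible S16, -0.011 without mandible S19 and 0.17 without mandible S23), -0.20 for the adipocyte list (5 tested, 1 called higher, Plin4, median -0.46 without femur S15, -1.18 without femur S18, -1.24 without mandible S16, -1.38 without mandible S19 and -1.50 without mandible S23) and -0.17 for the housekeeping genes list (12 tested, none called, 2 with an unadjusted p under 0.05, median -0.29 without femur S15, -0.045 without femur S18 and -0.29 without mandible S19). The neutrophil, erythroid and eosinophil lists passed the threshold of camera but not that of fry. Of families seen in the data and not set as lists, 39 tested collagen genes had a median of 3.87 and 21 were called higher, and 131 immunoglobulin variable genes had a median of -0.80. A lower share of monocytes that raised all other cell types alike is argued against, since the medians of the mesenchymal list and the megakaryocyte list lay 7.61 apart. Cell composition that differs between the skeletal sites was tested only through marker genes, which do not show which cells made the transcripts, and stays open.

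Coagulation genes and Itgb3 fell together with markers of megakaryocytes and platelets. Of 17 tested markers 14 were called lower, 16 adjusted over the list alone, with a median log2 fold change of -3.06 (camera, adjusted p = 1.5e-28, 0.051 with an estimated correlation). The 5 tested markers other than Itgb3 and the coagulation genes had a median of -2.47 and were all called lower, and the 4 that are on none of the 12 lists had a median of -2.04. Tubb1 fell from 178 ± 50.7 to 32.2 ± 13.8 CPM (SD, n = 3), with Pf4, Ppbp and Itga2b, while Gp9 was not called (log2 fold change -3.32, adjusted p = 0.10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The femur libraries expressed all 17 markers at a mean of at least 1 CPM, and 12 are also on the coagulation list. Fewer megakaryocytes or platelets in the mandible libraries may explain the fall, and a lower expression of Itgb3 in mandibular-derived monocytes was not tested apart from it and stays open.

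The fall of the complex I genes was shared by other short and abundant transcripts. The median log2 fold change was -1.05 for complex IV (11 tested, 2 called lower, Cox7a2 and Cox7b), -0.81 for complex V (15 tested, 3 called lower), -0.88 for the proteasome core (14 tested, 3 called lower, Psma3, Psma5 and Psma6) and -1.03 for the cytosolic ribosomal proteins (86 tested, 24 called lower). The complex V genes called lower were Atp5k, Atp5e and Atp5g3, and 1 ribosomal gene, Rpl3l, was called higher; all gene names in these lists were chosen after their values were seen. The 15 complex V genes included 8 with an unadjusted p under 0.05. For complex III it was -0.71 (9 tested, none called, 5 with an unadjusted p under 0.05), and for complex II -0.24 (4 tested, none called, 1 with an unadjusted p under 0.05), -0.46 without femur S15 and -0.092 without femur S18. The 135 ribosomal, proteasome and complex III to V genes together had a median of -0.98, below that of complex I. Gene length alone is argued against, since the complex I median was -0.36 after the length correction and -0.46 to -0.20 with a library left out as well, with 28 of the 37 members below 0 and 3 called lower. Less mitochondrial RNA is argued against, since the 13 mitochondrially encoded protein genes had a median of 0.39 (none called, 3 with an unadjusted p under 0.05), 0.49 without femur S18, 0.52 without mandible S16 and 0.26 without mandible S19, and the 7 complex I genes among them one of 0.59 (none called, 2 with an unadjusted p under 0.05), 0.30 without mandible S23. A general fall of short abundant transcripts in the mandible libraries may explain the complex I genes, and a lower expression of complex I in mandibular-derived monocytes was not tested apart from it and stays open.

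Short genes were lower in the mandible libraries. The median log2 fold change was -0.65 in the shortest 10% of the tested genes and 0.23 in the longest 10%, and across genes, which are not independent replicates, the Spearman correlation of log2 fold change with gene length was 0.27. The ribosomal, respiratory chain, proteasome and histone genes as the whole cause are argued against, since the 1750 genes of the shortest 10% outside these families had a median of -0.61. The deviation of the shortest 10% from each library's middle was 0.37 to 0.65 in the femur libraries and -0.76 to -0.11 in the mandible libraries, a gap of 0.48. RNA quality or library preparation that differed between the groups could give this gap, but it cannot be told apart from the skeletal site, since all libraries of a site were on the same side. The 65 tested genes of the histone clusters had a median of -1.81, with 52 called lower. Gene length alone is argued against for them, since their median was -1.02 after the length correction, -1.12 to -0.66 with a library left out as well, and 19 were still called lower. Fewer dividing cells cannot be told apart from other causes, since the proliferation list fell by less, to a median of -0.52 (20 tested, all below 0, 2 called lower, Cdk1 and Aurka, named after their values were seen).

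The paper measured Jun, Fos, Junb, Cebpa and Atf3 by qRT-PCR against Hprt, in samples not analysed here. In the monocyte libraries, none of these 5 genes was called in the quasi-likelihood test with all 6 libraries, with log2 fold changes of -0.35 for Jun, 0.51 for Fos, 0.93 for Junb, 0.051 for Cebpa and 1.42 for Atf3 and adjusted p from 0.083 to 0.96 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cebpa had the opposite sign without S13, S15, S16 or S19, down to -0.085 without S19. Jun ran from -0.69 without S23 to -0.028 without S18, and Fos from 0.20 without S13 to 0.87 without S15. Atf3 was called without femur S18 (adjusted p = 0.044, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 6 libraries Atf3 was called under DESeq2 (adjusted p = 0.019), edgeR's exact test (0.036), limma-voom (0.048) and edgeR's quasi-likelihood test of all genes with a count (0.00067, all with Benjamini-Hochberg adjustment), and not in the other alternatives. Junb was called in the length-corrected fit (log2 fold change 1.12, adjusted p = 0.037, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), chosen after the data were seen, and not in the length- and GC-corrected fit (adjusted p = 0.12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As CPM ratios to Hprt, which itself had a log2 fold change of -0.95 (adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called without femur S15 (adjusted p = 0.023 from the same test, edgeR), mandible over femur was 1.56-fold for Jun (p = 0.6), 2.36-fold for Fos (p = 0.2), 3.38-fold for Junb (p = 0.1), 1.90-fold for Cebpa (p = 0.1) and 4.94-fold for Atf3 (p = 0.1) (exact two-sided permutation test, n = 3, smallest p 0.1). The Jun ratio was 6.63 ± 3.60 in the femur and 10.3 ± 6.94 in the mandible (SD, n = 3). Among the mandible libraries, S23 had the highest Jun, 888 CPM, and the lowest Hprt, 48.4 CPM. The Fos ratio was 6.35 ± 5.75 in the femur and 15.0 ± 5.54 in the mandible (SD, n = 3). Among the femur libraries, S15 had the highest Fos, 1047 CPM, and the lowest Hprt, 81.1 CPM. Both ratios therefore depend on single libraries. Junb overlaps Prdx2 on the other strand, which had a log2 fold change of -1.14. The immediate early gene list had a median of 0.45 (24 tested, 3 called higher, Egr1, Nr4a1 and Nr4a2, named after their values were seen) and 0.20 without femur S13, and passed the threshold of camera but not that of fry. Nr4a2 was called in none of the 6 fits that each left out 1 library and Nr4a1 only in the one without femur S15, with adjusted p of 0.052 to 0.16 and up to 0.18 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 6 libraries, Nr4a1 was not called without normalization factors (adjusted p = 0.062), among genes with a mean CPM of at least 1 (0.057) or in the length- and GC-corrected fit (0.056, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Handling stress during isolation cannot be told apart from the skeletal site, since the 6 immediate early genes of the test, Egr1, Ier2, Dusp1, Zfp36, Nr4a1 and Hspa1a, had a median of 0.44 and only 4 of them lay above 0.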
